# Cell-autonomous and non-cell autonomous effects of neuronal BIN1 loss *in vivo*

**DOI:** 10.1371/journal.pone.0220125

**Published:** 2019-08-13

**Authors:** Kathleen M. McAvoy, Hameetha Rajamohamed Sait, Galina Marsh, Michael Peterson, Taylor L. Reynolds, Jake Gagnon, Sarah Geisler, Prescott Leach, Chris Roberts, Ellen Cahir-McFarland, Richard M. Ransohoff, Andrea Crotti

## Abstract

BIN1 is the most important risk locus for Late Onset Alzheimer’s Disease (LOAD), after ApoE. BIN1 AD-associated SNPs correlate with Tau deposition as well as with brain atrophy. Furthermore, the level of neuronal-specific BIN1 isoform 1 protein is decreased in sporadic AD cases in parallel with neuronal loss, despite an overall increase in BIN1 total mRNA. To address the relationship between reduction of BIN1 and neuronal cell loss in the context of Tau pathology, we knocked-down endogenous murine Bin1 via stereotaxic injection of AAV-Bin1 shRNA in the hippocampus of mice expressing Tau P301S (PS19). We observed a statistically significant reduction in the number of neurons in the hippocampus of mice injected with AAV-Bin1 shRNA in comparison with mice injected with AAV control. To investigate whether neuronal loss is due to deletion of Bin1 selectively in neurons in presence Tau P301S, we bred Bin1^flox/flox^ with Thy1-Cre and subsequently with PS19 mice. Mice lacking neuronal Bin1 and expressing Tau P301S showed increased mortality, without increased neuropathology, when compared to neuronal Bin1 and Tau P301S-expressing mice. The loss of Bin1 isoform 1 resulted in reduced excitability in primary neurons *in vitro*, reduced neuronal c-fos expression as well as in altered microglia transcriptome *in vivo*. Taken together, our data suggest that the contribution of genetic variation in BIN1 locus to AD risk could result from a cell-autonomous reduction of neuronal excitability due to Bin1 decrease, exacerbated by the presence of aggregated Tau, coupled with a non-cell autonomous microglia activation.

## Introduction

Alzheimer’s disease (AD) is the most common form of aging-related dementia currently affecting an estimated 5.7 million Americans (www.alz.org). AD is characterized by cognitive decline associated with accumulation of Amyloid β (Aβ plaques), hyper-phosphorylated misfolded Tau, and neuronal loss [1–3]. Susceptibility loci that contribute to Late Onset of AD (LOAD) have been identified by Genome Wide Association Studies (GWAS). Among them, noncoding Single Nucleotide Polymorphisms (SNPs) associated with the gene expressing *Bridging INtegrator 1* (BIN1) represent the most statistically significant after ApoE (www.Alzgene.org) [4], [5]. Since structural variants of AD-associated BIN1 haven’t been identified yet, the mechanisms underlying the association of genetic variation at the BIN1 locus with AD remain uncertain.

BIN1 is a member of the BIN1/Amphiphysin/RVS167 (BAR) family of adaptor proteins that regulates lipid membrane dynamics[6,7]. *BIN1* is ubiquitously expressed[8], with the highest expression in skeletal muscle[9], followed by brain[8,10]. BIN1 is involved in a wide range of cellular functions including membrane trafficking, clathrin-mediated endocytosis, actin dynamics and apoptosis, depending on cell type [11–16]. *BIN1* is expressed in at least 12 different isoforms generated by alternative splicing[10]. BIN1 isoform 1, exclusively expressed in neurons[17,18], is involved in neurite growth, presynaptic cytoskeleton structural integrity, and fission of synaptic vesicles in neurons[11,12,17,19]. Interestingly, BIN1 -also called Amphishysin II[8]- interacts with Amphiphysin I in neurons[18]. In mice, Amphiphysin I whole body knock-out (KO) leads to loss of Bin1 selectively in neurons[11], suggesting that Amphiphysin I may stabilize Bin1, potentially via heterodimerization. Mice lacking Amphiphysin I and Bin1 in neurons show defects in synaptic vesicle recycling, increased mortality, major learning deficits and higher propensity to seizure[11].

*BIN1* AD-associated SNPs significantly correlate with the level of pTau and total Tau, but not with Αβ in the Cerebrospinal Fluid (CSF) and brains of AD affected individuals [20],[21]. Recently, it has been shown that neuronal BIN1 directly interacts with Tau, likely promoting its deposition [20,22,23]. Furthermore, it has been shown that specific BIN1 AD-associated SNPs correlate with reduced entorhinal and temporal pole cortical thickness as assessed by neuroimaging[24] as well as atrophy of hippocampus, CA1 and parahippocampus[21]. Also, BIN1 SNP rs744373 risk allele is associated with worse high-load working memory performance and lower functional connectivity between the bilateral hippocampi and the right dorsolateral prefrontal cortex[25].

BIN1 AD-associated SNPs are located in the intergenic regulatory region upstream of the *BIN1* Transcription Start Site (TSS), raising the question whether BIN1 expression levels are affected by AD-associated risk alleles[20,26]. It has been reported that the level of neuronal-expressed BIN1 isoform 1 protein, measured by WB, was decreased in AD post-mortem brain samples[27,28]. Further, decreased neuronal BIN1 paralleled the decrease of several neuronal markers, as observed by Immunofluorescence (IF)[29,30]. One interpretation of these data was that BIN1 reduction varied directly with neuronal loss, because the protein was reduced as a consequence of the cell loss. Another possibility suggested by the genetic relationship between BIN1 AD-associated SNPs and brain atrophy is that the loss of neuronal Bin1 was causally linked to neuronal loss. Here, we show that acute knock-down of total Bin1 in adulthood via stereotaxic injection of AAV-shRNA leads to neuronal loss in the hippocampus of Tau P301S (PS19) mice. Surprisingly, genetic ablation of Bin1 specifically in post-mitotic excitatory neurons leads to increased mortality, but does not affect neuronal number in PS19 background. Interestingly, loss of Bin1 isoform 1 reduced neuronal excitability *in vitro* as well as modulating neuronal activation and microglia transcriptome *in vivo*. Our observations suggest that reduced neuronal BIN1 could contribute to the progression of AD by cell-autonomous reduction of neuronal activity, as well as non-cell autonomous microglia activation.

## Material and methods

### Ethical statement

All experimental procedures involving animals were approved by the Institutional Animal Care and Use Committee at Biogen, and every effort was made to minimize suffering. All procedures involving animals were performed in accordance with standards established in the Guide for the Care and Use of Laboratory Animals as adopted by the U.S. National Institutes of Health. Biogen is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) International.

### Adeno-Associated viruses

AAV (1/8)-GFP-U6-scrmb-shRNA (cat: 7040), AAV (1/8)-GFP-U6-mBin1-shRNA (cat: shAAV253986), AAV (1/8)-GFP-U6-rBin1-shRNA (cat: shAAV-293232), were prepared and CsCl-purified by Vector Biolabs (https://www.vectorbiolabs.com).

### Rat primary cortical neurons preparation and infection

Pregnant rats were sacrificed at gestational day E16-18. Embryos heads were removed and placed in HBSS (Cat: 14025092, Thermo Fisher) and brain harvested. Hippocampus and cortex were dissected and placed in a 10cm dish filled with fresh HBSS and treated with Trypsin (Cat: T4549, Sigma) for 20 min at 37°C in gentle rotation. Subsequently, tissue was treated with DNAse I (Cat:DN25, Sigma), dissociated by pipetting, washed with 10ml DMEM/10% FBS and spun for 5min at 1,200rpm. Pellet was resuspended in Neurobasal media (Cat: 21103, Gibco), GlutaMax (Cat: 35050, Gibco), and N21 supplement (Cat: SCM081, Millipore) and 1% Pen/Strep (Cat: 15140–122, Gibco). After trituration and strain through 100μm cell strainer, neurons were counted and plated at 35,000 cells/well in Corning BioCoat Poly-D-Lysine 96 Multiwell Plate (Cat:08-774-27, Corning). On Days In Vitro (DIV) 7 or DIV14, neurons were infected with AAV (1/8)-GFP-U6-rBin1-shRNA (titer 2.6 x10^13^ GC/ml) or AAV (1/8)-GFP-U6-scrmb-shRNA (titer 5.3 x10^13^ GC/ml). Amount of each virus used to infect neurons had been normalized based on viral titer. Neurons received one-third media replacement at DIV4, 10. At DIV14, half media had been replaced with Brain Phys B-P media (cat: 05790, Stem Cell) containing N21, P/S and glucose (2.5μM). Rat neuronal cultures were healthy based on phase-contrast imaging of cell bodies (bright, with visible nucleus) and dendrites (no beading or blebbing) and maintained adherence to the substrate for up to 3 weeks. On the day of assay, media was replaced with Brain Phys B-P media containing 20μM glycine. FLIPR Assay had been performed using FLIPR Calcium 6 Assay Kit according to manufacturer’s instructions (cat: R8190, Molecular Devices). Measurement was performed with in FlexStation® instruments.

### Hippocampal organotypic brain slices culture preparation and infection

Brains were dissected from decapitated postnatal p2-p4 C57BL/6J pups (Cat: 000664, The Jackson Laboratories) and glued (Glue Loctite) to the chuck of a water-cooled vibratome (Leica VT1000A) and trimmed with a commercial shave razor. Under aseptic conditions, 300μm-thick coronal sections were sliced and collected in sterile medium. The organotypic slices were then placed in a 0.4-μm membrane insert (Millipore, PICM03050) in a 6-well plate and cultured in presence of Basal Medium containing HBSS 1X, 15% Horse serum, GlutaMax, 45% Glucose, Pen-strep, N2 supplement, and fresh PDGF (10ng/ml) and maintained at 35°C and 5% CO_2_. Slices were infected with the respective AAV after 3 days of culturing. After AAV infection, slices were cultured for 9–12 days, during which time half of the media volume was replaced with one half fresh media every three days. Slices were collected and lysed with Lysis Buffer as described below.

### Western blots

Rat Primary Cortical Neurons, Hippocampal Organotypic Brain Slices, dissected Cortexes or Hippocampi were lysed in Lysis Buffer (140mM NaCl, 10mM HEPES pH7.4, 1% NP-40) plus 1mM PMSF, 1mM DTT, Complete Protease Inhibitor Cocktail (Cat:11836170001, Roche). After 1h incubation on ice, lysates were cleared by spinning at 13,000rpm for 10min at 4°C. Protein concentrations were determined by BCA protein assay (Cat: 23228, Thermo Scientific). One hundred micrograms of protein per sample were mixed with LDS buffer (Cat: B0007, Life Technologies), heated at 70°C for 10min and run on NuPage Tris-Acetate 7% gel using Tris-Acetate SDS Running Buffer (Cat log: LA0041, Life Technologies). All the gels were run at 120V for 2h and then transferred to a Nitrocellulose membrane (iblot 1B23001, Life Technologies) with iblot-2 (Thermo Scientific). After 1h blocking in 5% (w/v) non-fat milk in TBS with 0.1% Tween 20, the membranes were then incubated overnight at 4°C with the following antibodies diluted 1:500 in TBS with 0.1% Tween 20: Bin1 99D (Cat: sc-13575, Santa Cruz), Bin1 (Ab153912, Abcam), GAPDH 1:2000 (Ab189095, Abcam), Tubulin (Cat: MAB1195, R&D). The membranes were washed in TBST (4×10 min) before 1h incubation with anti-rabbit (Cat: GTX213110-01, Genetex) or anti- mouse (Cat: sc-2055, Santa Cruz) conjugated HRP at 1:1000 dilution. The immunoblots were then visualized using ECL (Cat: 32209, Thermo Scientific). Images were acquired with Amersham Imager 600 (GE Healthcare Bio-Sciences, PA) with time of exposure ranging between 10sec. and 10min., at a resolution of 600dpi. For densitometry analysis, the image files were opened in ImageJ and converted to 8 bit Grey scale. Bands were selected using the Rectangular selection tool, with the same region of interest in all the lanes. Each gel was analyzed using the plot lane, yielding a histogram-based intensity of the exposure and background. Using the straight line tool, a straight line was drawn at the base of the each peak, the peaks highlighted with the wand tool, and analyzed with the label peaks function. The measurements of Area and Percentage area analyzed were normalized with controls.

### Mouse lines

Mouse strains B6.129S6-Bin1tm2Gcp/J (Bin1flox/flox), Thy1-Cre <FVB/N-Tg(Thy1-cre)1Vln/J> (Thy1-Cre) and B6;C3-Tg(Prnp-MAPT*P301S)PS19Vle/J (PS19) were purchased from Jackson Laboratories (cat. No. 021145, 006143 and 008169 respectively). Mice were housed with a 12h light/dark cycle, and food and water were provided *ad libitum*.

### Behavior tests

#### Open field

To measure general locomotor activity, mice were assessed in the open field task. Prior to the task, mice were acclimated to the testing room for 30min. They were then placed in an opaque cylindrical bucket 40 cm in diameter. During the 30min session, an overhead camera captured animal activity. After testing, mice were returned to their home cage, and the buckets cleaned with Quatricide. Data was analyzed by the Noldus Ethovision program to obtain the total distance traveled during the session.

#### Cued and contextual fear conditioning

On day 1 of training, mice were placed into Coulbourn Habitest conditioning chambers (7"Wx7"Dx12"H) for a total of 9 minutes. The session consists of 2 CS-US pairings (30sec white noise, 2 sec 0.5mA foot shock). The mice were given 180 sec of free exploration before the first CS-US pairing and had 150 seconds between the subsequent CS-US pairing. Mice remained in the chamber for 150 seconds after the last CS-US pairing. Twenty-four hours after training, mice were returned to the conditioning chamber for contextual fear testing (10 minutes) and freezing behavior which was assessed by FreezeFrame2 software. Approximately 2 hours after contextual testing, conditioning chambers were altered by the addition of white plastic floors/walls that were distinct from training context. Altered context freezing was assessed for 3 minutes prior to exposure to the white noise CS (Cued testing), which lasted for 6 minutes. Freezeframe2 captured the freezing scores throughout. Boxes were thoroughly wiped with Quatricide prior to the first mouse, between each mouse, and after the last mouse. Quatricide was allowed to thoroughly evaporate prior to placing animals in chambers. Animals were 6 months of age at time of testing.

#### Startle and pre-pulse inhibition

Animals were placed in a small holding chamber that is mounted atop a motion-sensitive platform all enclosed in a foam-lined acoustic cubicle that measures 25”x16.5”x15.5”. Speakers were located directly behind the platform and there was a light and a fan inside the cubicle to provide lighting and ventilation. Mice were pseudo-randomly exposed to pre-pulses (subthreshold for producing a startle response), pulses (producing a maximal startle response), or pre-pulses (55, 59, 63, or 67dB) 100ms before pulses (110dB). Session contained 48 trials, which lasts 20 minutes total. Med-Associates software captured the startle response in terms of latency to react and the magnitude of startle reaction. Pre-Pulse Inhibition (PPI) was calculated for each pre-pulse intensity using the following formula:

$$\frac{100\;x\;(S–PPi\_S)}{S}$$

S is the average response to the startle alone and PPi is the average response to the startle immediately preceded by a pre-pulse. Boxes were thoroughly wiped with Quatricide prior to the first mouse, between each mouse, and after the last mouse. Quatricide was allowed to thoroughly evaporate prior to placing animals in chambers.

#### Pentylenetetrazole (PTZ) seizure testing

On the day of testing, Pentylenetetrazole (Cat: P6500, Sigma-Aldrich) was prepared in sterile saline at 10 mg/mL and drawn into a 1 mL BD syringe attached to a tail vein catheter (ReCathCo), consisting of a 29 gauge needle with a 600 mm PE tubing. The syringe from the catheter was then placed in an infusion pump (KAI infusions). Prior to injection, mice were placed in a heated incubator set at 37°C for 5 minutes for the purpose of dilating the tail vein. Mice were then restrained in a mouse restrainer. The tail was wiped with an alcohol pad and the lateral tail vein located. The needle from the tail vein catheter was inserted into the lateral tail vein and placement confirmed with the presence of blood entering the catheter. Immediately after placement, PTZ was injected at a constant rate of 0.250 ml/min. The time latencies from the start of the infusion to seizure, noted as the initial tremor, or “First Jerk” reaction were recorded. Infusion is immediately stopped at the appearance of tonic forelimb and/or hindlimb extension (i.e. “Mortality”) and the time recorded. The seizure threshold dose was calculated by:

$$\frac{rate\;of\;infusion\;(\frac{ml}{min})*time\;of\;onset\;(s)*concentration\;PTZ\;(\frac{mg}{ml})*1000}{60*body\;weight\;of\;animal\;(g)}$$

### AAV stereotaxic injection in PS19 mice

Male PS19 mice at 3 months of age received a single stereotaxic injection of 1.5μl of AAV(1/8)-GFP-U6-mBin1-shRNA (3.6x10^13^ GC/ml) or AAV(1/8)-GFP-U6-scrmb-shRNA (5.3x10^13^ GC/ml) at hippocampal coordinates: bregma antero-posterior 2.5 mm, medial-lateral -1.7 mm, and dorso-ventral 1.6 mm, following the procedure described below. Mice were given Buprenorphine Animalgesics (sustained release, 3.25mg/kg s.c.) and anesthetitization with Isoflurane (first in a chamber (3% mixed with oxygen) and then maintained with a nose cone (1.25% maintenance). After mice were immobilized in a stereotaxic apparatus, an incision was made over bregma, and a burr hole was drilled through the skull. The study reagent was injected using a motorized microinjector and a 10μl gas-tight Hamilton microsyringe at rate of 0.5μl/min. The needle was allowed to remain for 2–4 minutes following injection to prevent reflux of fluid and then slowly removed over 2 minutes. After needle removal, the skin incision was closed with wound glue. Mice were monitored daily for a minimum of 7 days to ensure proper recovery and absence of infection. Starting at 6 months of age, mice were weighed and monitored weekly, following guidelines reported below. When reaching Clinical score 2, the mouse was euthanized, and intracardially perfused with saline solution. The brain was collected and fixed in Neutral Formaline Buffer (Cat: 5701, Thermo Fisher).

### PS19 monitoring

Mice expressing Tau P301S (PS19) show onset of symptoms around 6 months of age [31]. Thus, we implemented a system of monitoring based on the following Clinical Scoring (CS): CS 0 Normal; CS 1 Abnormal gait (low walk with good mobility in cage), able access food and water and/or body weight loss (BWL) ≈10%; CS 2 Mild hind limb weakness/paresis effecting both or one leg, hind limb muscle wastage noted. Good mobility in cage and/or 10%<BWL≤20%; CS 3 Moderate hind limb paresis with or without front limb weakness/paresis, able to right on both left and right side within 15 seconds when placed lateral recumbent and/or 20%<BWL<32%. Fair mobility in cage; CS4 Severe hind limb paresis with or without front limb weakness/paresis, not able to right when placed lateral recumbent on either the right or left side, and/or paralysis in any limbs and/or body weight loss ≥32%. Poor mobility in cage.

### Immunohistochemistry

#### Tissue preparation

Mice were cardiovascularly perfused with PBS and brains were fixed in 10% neutral-buffered formalin for 72–96 hours (Cat: 032–059, Fisher Scientific). The right side of each brain was marked by ink. Brains were dissected coronally into 3 or 6 slabs, processed and blocked on a Tissue Tek VIP tissue processor (Sakura Finetek) and embedded into paraffin in an anterior face down orientation. Five-micron thick paraffin sections were generated either manually (using a Leica rotary microtome RM2255) or on an automated slide preparation instrument AS-400 (Dainippon Seiki, Japan). Serial 5-micron sections were collected from each sample and placed on charged slides. For each sample, 2 or 3 sections, separated by approximately 200–250 micron, were subjected to immunohistochemistry analysis.

#### Immunohistochemistry (IHC)

IHC staining was performed on an automated Ventana Discovery Ultra platform. Briefly, slides were baked at 60°C and deparaffinized. Heat-mediated epitope retrieval was performed in the Ventana CC1 retrieval solution (pH 8.0) and then slides were incubated with 3%H_2_O_2_ to quench the endogenous peroxidase activity. Slides were incubated with respective primary antibody solutions for 60min, followed by secondary antibodies if applicable. Thereafter, slides were incubated with polymer horseradish peroxidase-conjugated antibodies (Ventana, Cat: 760–4205, or rabbit polyclonal anti-chicken IgG, Cat: 303-005-003, Jackson Labs), followed by addition of DAB. The following antibodies were used: chicken polyclonal anti-GFP (Cat: Ab13970, Abcam, final concentration 2μg/ml), rabbit monoclonal anti-NeuN (clone D4G4O, Cell Signaling Technology, Cat. No. 24307, final concentration 0.26 μg/mL), rabbit polyclonal anti-Iba1 (Wako Chemicals, Cat. No. 019–19741, final concentration 0.25 μg/mL). Slides were counterstained with hematoxylin, dehydrated and mounted.

#### Immunofluorescence (IF)

For immunofluorescence labeling of AAV infected cell types, deparaffinized hippocampal sections prepared as above were incubated with primary antibodies overnight at 4°C in PBS with 0.3% Triton-X and 10% Normal Donkey Serum or Normal Goat Serum (Jackson Immunoresearch). After three PBS washes, sections were incubated for 90 minutes with species-specific cross-absorbed secondary antibodies (Jackson Immunoresearch, Cat: 111-547-008, 111-167-008, 706-165-148), washed in PBS, and coverslipped with Fluoromount containing DAPI (Southern Biotech). Antibodies included: chicken polyclonal anti-GFP (Cat: Ab13970, Abcam, final concentration 10μg/ml), rabbit polyclonal anti-Iba1 (Cat: 019–19741,Wako, final dilution 1:1000), rabbit polyclonal anti-GFAP (cat:NB300-141, Novus, final dilution 1:1000), rabbit polyclonal anti-NeuN (cat: Ab104225, Abcam, final concentration 1μg/ml), guinea pig polyclonal anti-NeuN (cat: ABN90, Millipore, final dilution 1:1000), mouse monoclonal anti-Gad67 clone 1G10.2 (cat: MAB5406, Millipore, final dilution 1:1000). For immunofluorescence analysis of c-fos (guinea pig polyclonal anti- c-fos, cat: 226–004, Synaptic Systems, final dilution 1:1000) and Iba1 (rabbit polyclonal anti- Iba1, Cat: 019–19741, Wako, final dilution 1:1000; number of microglia cells S6 Fig) hippocampal cryo-sections prepared from paraformaldehyde (PFA) and saline perfused mice were incubated as above. For the ‘Novel Environment Exposure’ exposure, mice were placed in a circular area (diameter 40cm) with opaque walls in which a small amount (~30g) of bedding from a cage of unfamiliar female mice had been placed in the center. Mice were allowed to explore the area for 30 minutes, after which they were returned to their home cage for one hour prior to perfusion.

#### Imaging and analysis

Stained slides were scanned at 20x magnification on a 3DHistech Panoramic P250 Slide scanner. Embedding pathology marker dye was used to confirm correct left/right orientation on digital images. Images were analyzed with custom image analysis algorithms using Visiopharm image analysis software. Images were manually annotated by blinded analyst bilaterally on all slides. Annotated regions (hippocampus and entorhinal Cortex) were analyzed based on Visiopharm’s Decision Forest classifier to detect DAB as NeuN, Iba1 or GFP indirect immunostaining. Relative area of NeuN, Iba1 or GFP immunostaining was calculated as a percent of total tissue area in annotated regions. The Iba1 microglia count was performed by detecting cell soma, identified by punctate Iba1 immunostaining, gated on size. Microglial dendritic process were only the Iba1 immunostained regions contiguous to the cell soma. Area measurements were a direct product of the algorithm per tissue region area. For immunofluorescence analysis of AAV infected cell types in hippocampal organotypic slices, tiled full thickness 20x images of the entire hippocampus were obtained on a Zeiss Axio Observer using ZEN software. Overlap between GFP-expressing cells and GFAP, NeuN, Gad67 or Iba1 cell-type markers was manually scored by a blinded observer. For immunofluorescence analysis of c-fos and Iba1 number of microglia cells, 20x Z-stack images through the entire section depth were captured of select hippocampal and cortical regions. Images were captured and maximum intensity projections generated using Slidebook software. Cells were manually counted by an investigator blind to experimental condition.

### Microglia sorting

#### Microglia isolation

Briefly, animals were anesthetized with Ketamine/Xylazine i.p. injection (1:1, concentration) and ice-cold PBS was used for perfusion and brains collection. After removing Cerebellum and Olfactory bulbs, remaining brain tissue was minced in Petri dish and transferred to 15ml tube with 3ml of Accutase (Cat: SCR005, Millipore); and incubated at 4°C for 30min in a rotary shaker. Then, large tissue chunks were allowed to settle at the bottom by gravity, and the cell suspension from the top of the tube were passed through pierce tissue strainer (Cat: 87791, Thermo Fisher) and collected in fresh tubes. Two ml of HBSS (Cat: 14185–052, Life Technologies)/HEPES (Cat: 15630–080, Life Technologies) buffer was added to the chunk tissues and triturated with 5ml pipette until almost homogenous. Following gravity separation, supernatants were passed through a pierce tissue strainer and pooled to the same tube containing cell suspension from previous step. Trituration was repeated with the remaining tissue chunks with a 1ml pipette until completely homogenous and passed through a pierce strainer and pooled to the rest of the cell suspension. Then, the strainer was rinsed with HBSS/HEPES buffer to bring the cell suspension to 15ml, prior to a spin at 600xg for 5min at 4°C (brake 5). The supernatant was aspirated, and the pellet was resuspended with 1ml of 100% FBS. Nine milliliters of 33% Percoll (Cat: 17089102, GE Life Science) was added to the cell suspension and mixed well. One milliliter of 10%FBS was overlayed on the Percoll/cell suspension and spun at 800g at 4°C for 15min (break 1 or lowest possible). The supernatant was aspirated without disturbing the pellet, and the pellet was resuspended with 1ml of FACS buffer (HBSS, 1%BSA, 2mM EDTA, 25mM HEPES, 0.09% NaN_3_). Additional FACS buffer was added to bring the cell suspension to 15mL before spinning at 600g for 10min at 4°C. Following centrifugation, the pellet was resuspended with 300μl of FACS buffer and filtered through 30μm filter (Partec Celltrics, 04-004-2326) for further analysis.

#### Cell staining for sorting

Filtered cells were pelleted down with gentle centrifugation and incubated with 50μl of Fc blocker anti-mouse CD16/32 (Cat: 101321, Biolegend) on ice for 10min. Then 50μl of CD11b-PE Rat anti-mouse antibody (Cat: 553311, BD Bioscience) and CD45 BV421 anti-mouse antibody (Cat: 563890, BD Bioscience) were mixed with the cells and incubated for 30min on ice. Following incubation, cells were washed and resuspended in 200μl of FACS buffer. Cells were filtered through a 30μm filter before FACS sorting (BD FACS Aria Fusion) and collecting approximately 20,000–100,000 CD11b^+^; CD45^med^ cells in FACS buffer. Unstained and single-stained cells were used as controls for gating the cells in FACS. Sorted cells were centrifuged at 6800g for 15min and the cell pellets were snap frozen and stored at -80°C until RNA extraction.

### RNAseq

#### RNA extraction

Qiagen All Prep kit (Cat: 80224, Qiagen) was used for RNA extraction from previously frozen microglia cells. Briefly, cells were lysed with RLT Buffer (with β-mercaptoethanol added), and passed through QIA shredder (Cat: 79654, Qiagen). Flow-through from the QIA shredder was then passed through a DNA Mini column to remove the DNA from the lysate. DNA mini columns were stored at 4°C for DNA purification later; and the passed-through lysates were treated with proteinase K. Following treatment, 100% ethanol was added to the lysates and passed through an RNeasy Mini spin column. In-column DNase treatment was also performed. Subsequently, RNA was eluted with RNase-free water, quantified in Nano-drop and stored at -70°C until samples were submitted for sequencing.

#### RNA sequencing

cDNA from each sample was generated from 10ng of total RNA using SMARTer Ultra Low Input RNA kit v4 (Clontech). The cDNA was amplified by 8 PCR cycles, followed by QC analysis on BioAnalyzer 2100 (Agilent). Sequence libraries were produced from 150pg of cDNA using Nextera XT DNA library kit (Illumina), cleaned up with AMPure XP beads, and QC checked with Caliper LabChip GX. Single-end sequencing data were generated on an Illumina HiSeq 2500, at a depth of 30 million reads per sample, with read length 50bp.

#### RNASeq analysis

The reads were aligned with the OmicSoft OSA4 to the mouse genome (mm10) and the Ensembl.R84 gene model. Gene counts were estimated using RSEM. Two samples were removed (one sample from WT_Female cohort and one samples from Heterozygote_Male cohort) due to low fraction of uniquely mapped single reads and higher than expected duplication. Of note, these samples with poor technical QC metrics were also clear outliers in PCA. Normalization and differential expression analysis were carried out with the Bioconductor package DESeq2. Differentially expressed genes (DEGs) were defined as having adjpval < 0.05, and |FC| > 1.5. The lists of DEGs were analyzed for pathway and ontology enrichment using the Ingenuity IPA software.

#### Accession code

GSE135230

### Statistical methods

Statistical analyses were performed using R’s linear mixed modeling function, lme. The fixed effect portion models 2-way effects with interaction. The random effect portion employed random intercepts per animal and within-subject correlations were modeled. Residual diagnostic plots assessed the assumptions of the linear mixed model and log transformation was applied when needed. Some models employed un-equal variance mixed modeling via the weights argument of lme. P-values were adjusted for multiplicity using the glht single-step method. Time to event/survival analysis was performed for Bin1fl/fl; Thy1-Cre; PS19 mice for the time to clinical score 2, the time to clinical score 3, and survival as measured by the survival alt variable for each gender. Kaplan-Meier Survival Curves were calculated for each scenario comparing wild-type, heterozygous, and knock out mice. Pairwise logrank tests were conducted for heterozygous vs wild-type mice and knock out versus wild type mice for each scenario and log rank p-values were adjusted for multiplicity using Holm’s method. The assumption of proportional hazards was verified with a proportional hazards test (cox.zph function in R) as well as visual inspection of the cloglog diagnostic plot. Lastly, the median time to event (in days) was calculated for each scenario for each group. No outliers were identified or excluded. Adjusted p-values less than 0.05 were considered significant. Additional statistical analyses were performed using GraphPad Prism Two-way ANOVA with Tukey’s multiple comparison test. D’Agostino & Pearson’s omnibus normality tests had shown that the distribution of the values in most of the experiment is normal. No outliers were identified or excluded. All experiments were performed as a minimum of 3 independent replicates. Adjusted p-values less than 0.05 were considered significant.

## Results

### Acute knock-down of Bin1 in the hippocampus of PS19 mice results in neuronal loss

Due to the correlation between BIN1 AD-associated SNPs and Tau pathology, we sought to determine whether Tau pathology can drive alterations in Bin1 expression. We analyzed the levels of the neuronal isoform of Bin1 in human Tau P301S-expressing mice (PS19^Hemi^) and non-carrier littermates (PS19^Ncar^)[31]. The neuronal-specific Bin1 isoform 1 had been detected as a doublet due to phosphorylation (Fig 1A and 1B), as previously reported in rat as well as in murine brain lysates[15,32]. Interestingly, few samples showed additional Bin1 immunoreactive bands. Nevertheless, the brains of male PS19^Hemi^ mice showed a statistically significant reduction of neuronal Bin1 in comparison to male PS19^Ncar^ mice, at the onset of disease signs (8–9 months of age), whereas female mice, which have a slower onset of pathology[33], did not show a significant reduction (Fig 1A and 1B). These data suggest that Bin1 is reduced at a time point in which Tau aggregates are present and neuronal loss is first noted[31].

**Fig 1:**
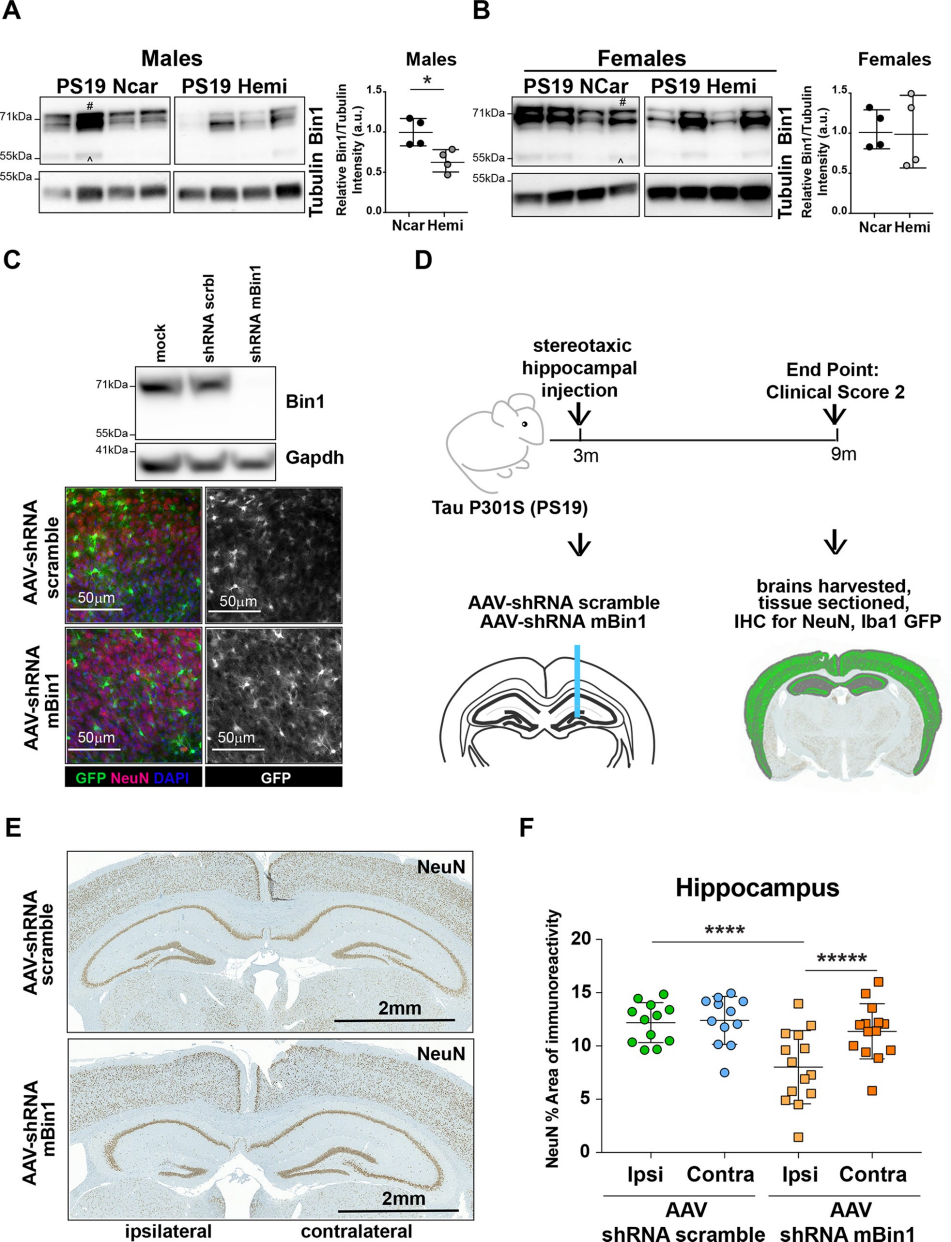
Acute knock-down of *Bin1* in the hippocampus of PS19^Hemi^ mice results in neuronal loss. **(A) (B)** Western blotting of brain lysates from male and female PS19^Ncar^ and PS19^Hemi^ mice showing Bin1 expression. Tubulin represents loading control. # indicates neuronal Bin1 isoform 1. ^ indicates ubiquitous Bin1 isoform 2. Plots show Bin1 levels normalized to tubulin in male and female mice, respectively. Each circle represents one animal. Unpaired Student t test: p-value: * p< 0.05; ** <0.01; *** p<0.001. (**C**) Top: western blot shows Bin1 expression in lysates from hippocampal organotypic slice cultures infected with AAV (1/8)-GFP-shRNA scrbl and AAV (1/8)-GFP-shRNA mBin1 on DIV 3 and harvested at DIV 9. Gadph represents loading control. Bottom: immunofluorescence images of hippocampal slice cultures infected with AAV (1/8)-GFP-shRNA scrbl and AAV (1/8)-GFP-shRNA mBin1 and immunostained for NeuN (neuronal marker) as well as GFP (infected cells) and DAPI (nuclear marker). Scale bar: 50μm. One representative image per condition. (**D**) Schematic and timeline of AAV injection paradigm. Inset image shows NeuN stained coronal section, with gray region highlighting total area annotated for neuropathology while green highlights NeuN staining in these regions. (**E**) Immunohistochemical staining of NeuN in hippocampi of PS19^Hemi^ mice injected with AAV (1/8)-GFP-U6-shRNA scrbl and AAV (1/8)-GFP-U6-shRNA mBin1, respectively. One representative image per group. Scale bar: 2mm. (**F**) Plot representing the percent area of NeuN immunoreactivity in the ipsilateral and contralateral hippocampus (area of NeuN immunoreactivity normalized to the total area of the ipsilateral or contralateral hippocampus, respectively, for each animal). Circles represent animals injected with AAV (1/8)-GFP-U6-shRNA scrbl: green filled circles represent ipsilateral hemisphere; blue filled circles represent contralateral hemisphere. Squares represent animals injected with AAV (1/8)-GFP-U6-shRNA mBin1: yellow filled squares represent ipsilateral hemisphere; red filled squares represent contralateral hemisphere. Each circle/square represents one single animal. A linear mixed effect model with a 2-way fixed effect model with interaction, a random intercept, and a compound symmetric within-subject correlation structure was employed. Post-hoc comparisons were analyzed between ipsilateral and contralateral hemispheres within animals, as well as between ipsilateral hemispheres across groups and contralateral hemispheres across groups. P-values were adjusted via the glht single step method: Adjusted p-value: * p< 0.05; ** <0.01; *** p<0.001; **** p<0.0001; ***** p<0.00001.

Whether reduction of BIN1 contributes to or is the result of AD pathology in human subjects is unknown. Accordingly, we sought to determine whether acute knock-down of Bin1, via AAV expressing shRNA, affects neuropathology in adult PS19 mice *in vivo*. Our preliminary validation showed that AAV(1/8)-GFP-U6-mBin1-shRNA drove substantial knock-down of Bin1 expression in hippocampal organotypic brain slices, and that control AAV(1/8)-GFP-U6-scrmb-shRNA and AAV(1/8)-GFP-U6-mBin1-shRNA infection resulted in similar distribution of GFP immunoreactivity **(**Fig 1C**)**. Male PS19^Hemi^ mice received unilateral stereotaxic injection in hippocampal area of either AAV at 3 months of age, before the onset of Tau pathology, and were sacrificed upon reaching Clinical Score 2 (Methods), when brains were harvested, fixed, sectioned and stained for GFP (to mark AAV-expressing cells), the neuronal marker NeuN (to assess neuropathology) and the microglial marker Iba1 (Fig 1D). No difference was observed in the time required to reach clinical score 2 between the two groups, ranging between 250 and 300 days. As determined by GFP and NeuN, Gad67, GFAP or Iba1 co-staining, AAV (1/8)-GFP-U6-scrmb-shRNA transduced mainly neurons (80% of total transduced cells, a quarter of which were inhibitory neurons (Gad67^+^)), but also astrocytes, and a low number of microglia cells *in vivo* (S1A and S1B Fig). Strikingly, AAV(1/8)-GFP-U6-mBin1-shRNA injected animals showed virtually no remaining shRNA-expressing GFP^+^ cells at the time of brains collection (S1C and S1D Fig). This observation prompted us to investigate whether knock-down of Bin1 could result in neuronal loss *in vivo*. We found a statistically significant reduction in the percent area of NeuN immunoreactivity in the ipsilateral hippocampus of mice injected with AAV expressing mBin1 shRNA in comparison to the ipsilateral hippocampus of mice injected with AAV expressing scramble shRNA (Fig 1E and 1F), consistent with the hypothesis that BIN1 could be implicated in AD pathology-associated neuronal loss. Of note, we observed spreading of control and test AAVs from ipsilateral to contralateral hemispheres in the brains of the injected mice. Interestingly, a statistically significant difference in the percent area of NeuN immunoreactivity was observed between ipsilateral and contralateral hemispheres of brains of mice injected with AAV expressing mBin1 shRNA, suggesting a dose-dependent effect of Bin1 knockdown on neuronal loss (Fig 1F). There was no difference in the total area of the hippocampus itself for AAV(1/8)-GFP-shRNA scrbl or AAV(1/8)-GFP-shRNA mBin1 injected mice, although there was a significant difference in microglial number and microglial area between ipsilateral and contralateral hippocampi of brains of mice injected with AAV expressing mBin1 shRNA, and a significant difference in microglial processes between ipsilateral and contralateral hippocampi of brains of mice injected with AAV(1/8)-GFP-shRNA scrbl (as determined by Iba1^+^ staining) (S2A–S2E Fig). These data suggest that acute knock-down of total Bin1 in the context of human Tau P301S expression results in hippocampal neuronal loss, with subtle effects on microglia number and morphology occurring in injected hemispheres of both control and experimental mice.

### Genetic deletion of Bin1 in neurons leads to a reduction in survival but not to neuronal loss in PS19 Hemi or Ncar mice

The AAV-mediated Bin1 knockdown occurred in excitatory and inhibitory neurons as well as astrocytes (S1A and S1B Fig). We sought to determine whether selective genetic deletion of Bin1 in excitatory neurons affects the development of AD-like pathology in PS19 mice[31]. Since BIN1 AD-associated SNPs correlate with various morphometric measurements of different brain areas of AD-affected individuals[21],[24],[25], we chose to be agnostic with regard to region and ablate Bin1 expression throughout the forebrain. In addition, to avoid potential developmental effects of Bin1 deletion, we bred *Bin1*^*flox/flox*^ with *Thy1-Cre* expressing mice to achieve post-natal deletion of Bin1 gene specifically in forebrain excitatory neurons[34–37]. The expression of the neuronal, but not the ubiquitous, isoform of Bin1 was reduced in these animals (S3A and S6A Figs). We then crossed *Bin1*^*flox/flox*^::*Thy1-Cre* mice (*Bin1-cKO*) onto the PS19 line, achieving a comparable reduction of Bin1 expression (S3B Fig). Interestingly, we observed the appearance of additional Bin1 immunoreactive bands in *Bin1*^*flox/flox*^::*Thy1-Cre*:: *PS19*^*Hemi*^ mice (S3B Fig) that we didn’t observe in *Bin1*^*flox/flox*^:: *Thy1-Cre* mouse line (S3A Fig). Bin1 is subject to phosphorylation[15,32], and such modification regulates its interaction with Tau[22]. It is possible that additional Bin1 immunoreactive bands represent differentially phosphorylated Bin1 proteins. Thus, it is plausible that the concomitant expression of human Tau P301S could affect Bin1 phosphorylation status. Cohorts of *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ (KO), *Bin1*^*flox/+*^::*Thy1-Cre*^*+*^::*PS19*^*Hemi*^ (HET) and *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19*^*Hemi*^ (WT) mice were monitored throughout lifespan and scored according a set of clinical parameters (Methods). Male and female homozygous *Bin1-cKO; PS19*^*Hemi*^ mice showed a statistically significant reduction in lifespan (Fig 2A and 2B) and an earlier onset of clinical signs (S2C–S2F Fig). No difference was observed in survival between homozygous or heterozygous *Bin1-cKO* and *Bin1-WT* mice, in absence of Tau P301S overexpression.

**Fig 2:**
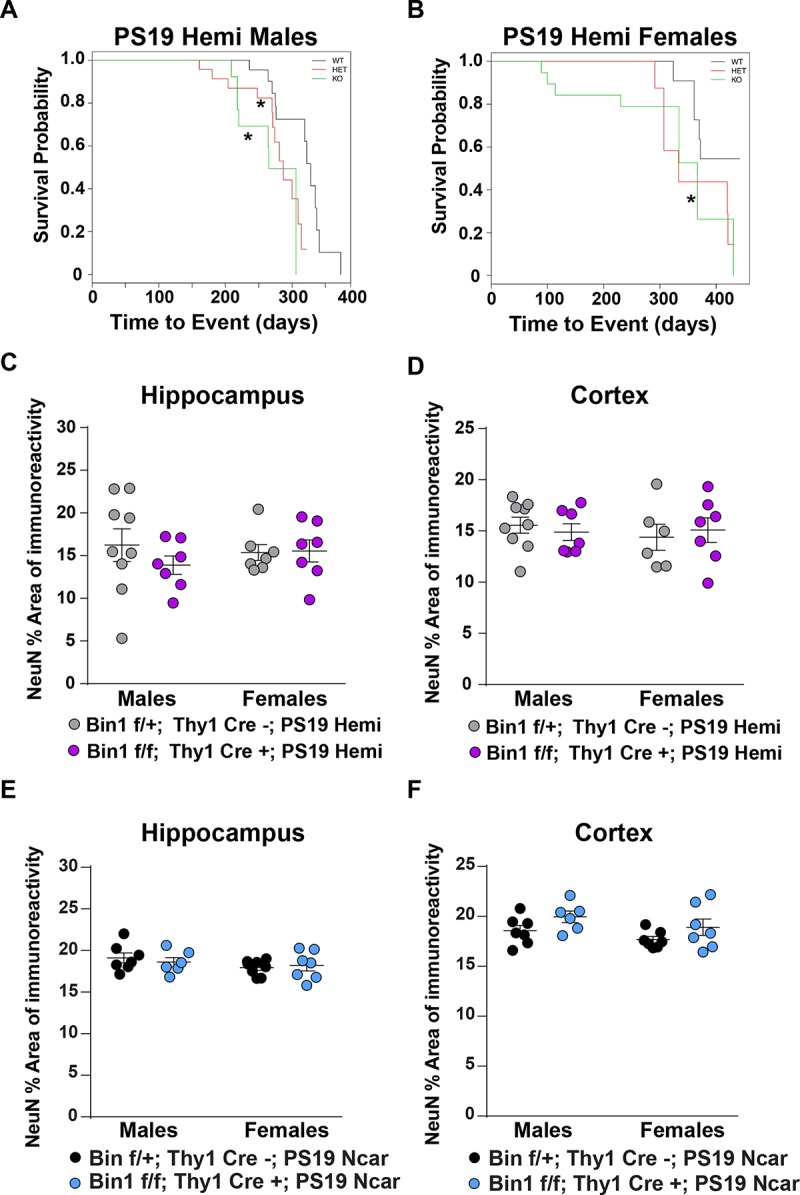
Genetic deletion of Bin1 in neurons leads to a reduction in survival but not to neuronal loss in PS19 Hemi or Ncar mice. (**A**) Male *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice (KO, green line) and *Bin1*^*flox/+*^::*Thy1-Cre*^*+*^::*PS19*^*Hemi*^ (HET, red line) show reduced survival probability relative to *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19*^*Hemi*^ (WT, black line) mice. Mean time to death WT: 328 days, HET: 287 days (p = 0.029), KO: 265 days (p = 0.029) (Kaplan Meier adjusted p-value (adj), relative to WT). Adjusted p-value: * p< 0.05; ** <0.01; *** p<0.001. (**B**) Female *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice (KO, green line) show reduced survival probability relative to *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19*^*Hemi*^ (WT, black line) mice. Mean time to death WT: not calculated as greater than 50% remained alive at experimental end point, HET: 333 days (p = 0.097), KO: 367 days (p = 0.017) (Kaplan Meier adjusted p-value, relative to WT). Adjusted p-value: * p< 0.05; ** <0.01; *** p<0.001. **(C)** Plot representing the percentage of NeuN staining area in sections from the hippocampus of male and female *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19*^*Hemi*^ (gray filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice (purple filled circles) mice, expressed as a percentage of the total hippocampal area. Each circle represents the value from one animal. (**D**) Plot representing the percent area of NeuN immunoreactivity in sections from the cortex of male and female *Bin1*^*flox/+*^:: *Thy1-Cre*^*-*^::*PS19*^*Hemi*^ (gray filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice (purple filled circles) mice, expressed as a percentage of the total cortical area. Each circle represents the value from one animal. (**E**) Plot representing the percent area of NeuN immunoreactivity in sections from the hippocampus of male and female *Bin1*^*flox/+*^:: *Thy1-Cre*^*-*^::*PS19*^*Ncar*^ (black filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Ncar*^ mice (blue filled circles) mice, expressed as a percentage of the total hippocampal area. Each circle represents the value from one animal. (**F**) Plot representing the percent area of NeuN immunoreactivity in sections from the cortex of male and female *Bin1*^*flox/+*^:: *Thy1-Cre*^*-*^::*PS19*^*Ncar*^ (black filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Ncar*^ mice (blue filled circles) mice, expressed as a percentage of the total cortical area. Each circle represents the value from one animal. *PS19*^*Ncar*^ mice age: 12–14 months old. *PS19*^*Hemi*^ mice age: 8–9 month-old. As the *PS19*^*Hemi*^ mice and the *PS19*^*Ncar*^ mice were sampled at different ages, due to high mortality in the *PS19*^*Hemi*^ line, no statistical comparisons were made between these two genotypes. Instead, the effect of Bin1 genotype was analyzed within genders within each PS19 genotype, as well as any interactions between Bin1 genotype and gender. (**C**) (**D**) (**E**) (**F**) 2-way ANOVA with interaction with single-step corrected p-values. Results presented in C, D, E and F don’t show statistically significant difference.

We assessed whether post-natal Bin1 deletion in excitatory forebrain neurons induced neuropathology in PS19^Ncar^ mice, or if this deletion increased neuropathology in presence of human Tau P301S *in vivo*. Furthermore, we investigated whether genetic neuronal Bin1 deletion modified cognitive defects observed in PS19^Hemi^ mice, or whether genetic neuronal Bin1 deletion alone resulted in cognitive effects. We measured hippocampal and cortical area (mm^2^), and hippocampal and cortical NeuN area of immunoreactivity (mm^2^), as well as the percentage of NeuN area of immunoreactivity (% area immunoreactive for NeuN) in the following 4 genotypes: *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^, *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19*^*Hemi*^, *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Ncar*^, *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19* ^*Ncar*^. Unexpectedly, we did not observe reduction of neuronal number or total area in hippocampus or cortex (% area NeuN, total area, Area NeuN) in mice lacking Bin1 regardless the expression of human Tau P301S (Fig 2C–2F and S2A–S2H Fig).

We then assessed cognitive impairment in the following 4 genotypes: *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^, *Bin1*^*flox/flox*^::*Thy1-Cre*^*-*^::*PS19*^*Hemi*^, *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Ncar*^, *Bin1*^*flox/flox*^::*Thy1-Cre*^*-*^::*PS19*^*Ncar*^. *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^::*PS19*^*Ncar*^ mice showed a statistically significant reduction of the total distance traveled in the Open Field test (S5A Fig) at 6 months of age relative to *Bin1*^*flox/flox*^::*Thy1-Cre*^*-*^::*PS19*^*Ncar*^ mice, although it should be noted that on a c57Bl6 background, *Bin1*^*flox/flox*^::*Thy1-Cre*^*+*^ did not show differences in activity compared to *Bin1*^*flox/flox*^::*Thy1-Cre*^*-*^ littermates (*Bin1*^*flox/flox*^::*Thy1-Cre*^*-*^ mean distance 75.58m ± 20.05m; *Bin1*^*flox/flox*^::*Thy1-Cre*^*+*^ mean distance 88.44m ± 20.61m; Student’s t-test not significant). Relative to *Bin1*^*flox/flox*^::*Thy1-Cre*^*-*^::*PS19*^*Ncar*^ mice, *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^::*PS19*^*Ncar*^ and *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice showed a statistically significant reduced auditory startle, a stereotyped measure of sensorimotor reflex reaction, at 7 months of age (S5B Fig). *Bin1*^*flox/flox*^::*Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice showed a statistically significant reduction in paired-pulse inhibition (PPI) at 7 months of age (S5C Fig). Pre-pulse inhibition (PPI) of the auditory startle reflex is considered a measure of forebrain circuitry, which provides a filtering mechanism to allocate attention to salient stimuli. The described deficits in both sensorimotor reflex, and forebrain gating of this reflex, suggest alterations in both cortical and subcortical circuitry[38]. Finally, we assessed hippocampal-independent and hippocampal-dependent memory using cued and contextual fear conditioning. No significant deficit in freezing behavior was detected in *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^::*PS19*^*Ncar*^ or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice, regardless of sex and genotypes combinations (S5D and S5E Fig). These data suggest that loss of Bin1 in forebrain excitatory neurons produces subtle alterations in cognitive function and warrants further exploration with additional behavioral assays.

### Genetic deletion of Bin1 in excitatory neurons alters neuronal activation *in vivo*

Given that genetic deletion of Bin1 in forebrain excitatory neurons, in the presence of Tau P301S expression, results in decreased animal survival without worsening neuropathology, and that the same deletion has subtle effects on behavior, we sought to broadly assess the functional role of Bin1 in the context of circuit activation, using *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^ and littermate controls. To this end, we assessed seizure susceptibility using Pentylenetetrazole (PTZ), infused via tail vein injection, leading to rapidly rising CNS PTZ concentrations and allowing assessment of both threshold dose for first clonus and death due to continuous tonic-clonic convulsions[39]. No statistically significant reduction in the dose of PTZ necessary to induce "Mortality” or to trigger the “First Jerk” was identified regardless of sex (Fig 3A and 3B). We then analyzed the effect of neuronal Bin1 deletion on hippocampal neuronal activation, monitored with c-fos immunoreactivity (IR)[40]. Male mice were sacrificed directly from the “Home Cage” environment (HC) or following a “Novel Environment Exposure”, and brains harvested and stained for c-fos. Deletion of neuronal Bin1 resulted in reduced hippocampal c-fos^+^ neurons in dentate gyrus (DG), CA, and retrosplenial cortex in non-stimulated mice, sacrificed directly from HC (Fig 3C and 3D). Conversely, loss of neuronal Bin1 resulted in increased c-fos^+^ neurons exclusively in the DG of mice exposed to a novel environment (Fig 3E). To directly assess neuronal excitability in the context of Bin1 loss, we utilized primary rat cortical neurons in which Bin1 expression had been knocked-down by AAV-GFP-U6-rBin1-shRNA. This shRNA targeting rat Bin1 infected the majority of neurons, including inhibitory neurons (Gad-67 expressing) and reduced Bin1 expression (Fig 4A and 4B). Since the induction of c-fos transcription, and subsequent detectable IR c-fos+ neurons, occurs following neuronal activation through sensitivity to intracellular calcium concentration changes[41,42], we assessed intracellular calcium release in primary cortical neurons lacking Bin1 expression after NMDA stimulation. Loss of Bin1 expression resulted in a dose-dependent, statistically significant decreased intracellular calcium release in response to multiple NMDA doses (Fig 4C). Analysis of c-fos *in vivo* and NMDA-mediated calcium release *in vitro* as proxy measures of neuronal activation suggest that Bin1 plays a functional role to promote neuronal activity.

**Fig 3:**
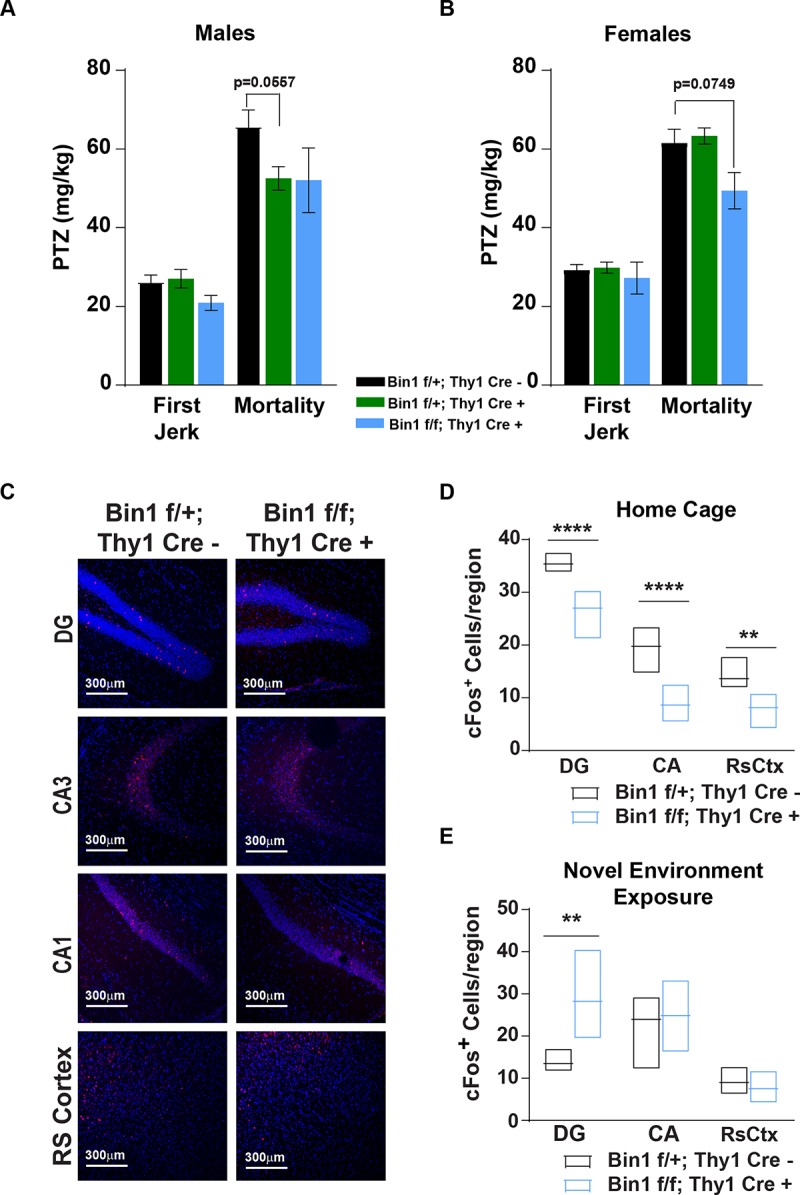
Genetic deletion of Bin1 in neurons alters neuronal activation *in vivo*. **(A) (B)** Plots representing PTZ doses required to elicit seizure activity (”First Jerk” and”Mortality”) in *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^ (blue bars, N = 4 males, 8 females); *Bin1*^*flox/+*^::*Thy1-Cre*^*+*^ (green bars, N = 13 males, 13 females) and *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^ (black bars, N = 14 males, 16 females) male and female mice, respectively. Data are shown as mean **±** SEM of 2 independent experiments. A linear mixed effect model with a 2-way fixed effect model with interaction, a random intercept, and a compound symmetric within-subject correlation structure was employed. P-values were adjusted via the glht single step method. No significant differences identified, p-values indicated for clarity. (**C**) Representative immunofluorescence images of c-fos labeling in select brain regions from *Bin1*^*flox/+*^:: *Thy1-Cre*^*-*^ and *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^ mice sacrificed directly from their Home Cage. DAPI (blue). c-fos (red). Scale bar: 300μm. (**D**) (**E**) Plots representing the number of c-fos^+^ cells per region in animals sacrificed from their “Home Cage” or after”Novel Environment Exposure”, respectively. *Bin1*^*flox/+*^:: *Thy1-Cre*^*-*^ (black bars) and *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^ (blue bars). Boxes represent range, with line representing mean. N = 4 mice per group. A linear mixed effect model was employed which included: 2-way fixed effects with interaction, a random intercept, and within-subject correlations. P-values were adjusted via the glht single step method. Adjusted p-value: * p< 0.05; ** <0.01; *** p<0.001; **** p<0.0001.

**Fig 4:**
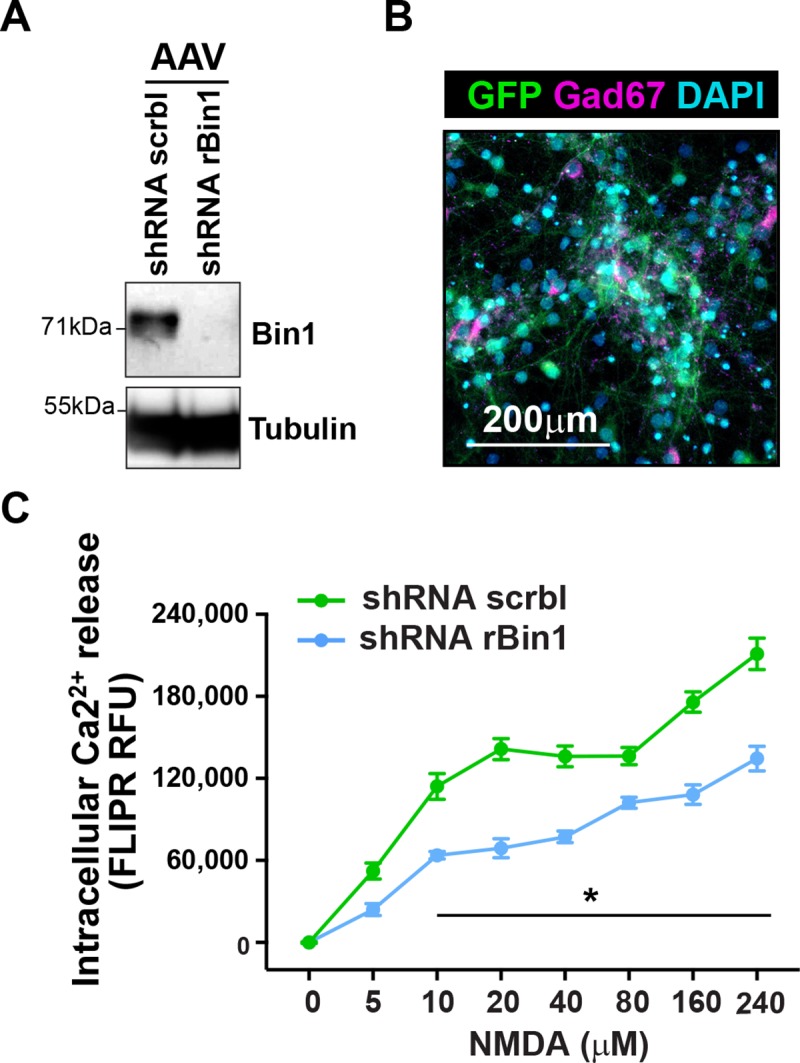
Acute knockdown of Bin1 reduces neuronal activity *in vitro*. **(A)** Western blot image showing Bin1 levels in lysates from cultured rat cortical neurons infected with AAV-GFP-U6-shRNA-scramble (control) and AAV-GFP-U6-shRNA-rBin1 (shRNA targeting rat Bin1). Representative image from three independent biological replicates. **(B)** Representative image of cultured rat cortical neurons on DIV 14 stained for GFP, Gad67 (inhibitory cell marker) and DAPI. Scale bar: 200μm. (**C**) Plot representing intracellular Ca2^+^ release, as measured by FLIPR Relative Fluorescence Unit (RFU), in cultured rat cortical neurons infected with AAV-GFP-U6-shRNA-scramble and AAV-GFP-U6-shRNA-rBin1, respectively. FLIPR RFU represents the mean area under curve for fluorescence readings post-NMDA addition. Plot shows one representative experiment out of four independent biological replicates. Each point represents the mean **±** SD of 6 wells per condition. Two-way ANOVA with Tukey’s multiple comparison test: p-value: * p< 0.05; ** <0.01; *** p<0.001.

### Loss of Bin1 in neurons affects microglia gene expression *in vivo*

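RNA from FACS-sorted microglia was sequenced from 23 mice at 3 months of age, 1 library per mouse. There were 10 homozygous Bin1-cKO mice (5 females and 5 males), 7 heterozygous Bin1-cKO mice (4 females and 3 males) and 6 WT littermates (2 females and 4 males). The paper states that a WT female and a heterozygous male were removed for poor sequencing quality, and the deposited table has no column for 1 labelled WT female and 1 labelled heterozygous male. The authors aligned the reads to the mouse genome (mm10) with the Ensembl R84 gene model and estimated counts per gene with RSEM. The deposited values are these expected counts for 43411 genes, not normalized for depth or length, and 82.2% of them are whole numbers. Between 15865 and 17432 genes had a count in a mouse, so values of 0 make up much of this share. They were rounded to whole numbers before testing. Total counts per mouse ranged from 10812969 to 16734846, with a median of 13916762 in WT littermates, 12424691 in heterozygous mice and 13474922 in homozygous mice. The depth stated in the paper is that of sequenced reads, whereas these totals hold only reads counted on genes. After removal of genes with low counts, 12908 genes were tested with edgeR's quasi-likelihood test on TMM-normalized counts, with the 3 genotypes and sex in one fit and Benjamini-Hochberg adjustment. A gene was called a DEG at the paper's thresholds, an adjusted p below 0.05 and a fold change above 1.5 in either direction. In simulated counts with 200 changed genes, this test recovered 93.5% of the genes changed between homozygous and WT mice and called 6 unchanged genes among 12737 tested. The simulated log2 fold changes were 1 or 1.5 in either direction, in genes with an average log2 CPM above 1. Recovery of weaker changes near the threshold, or of genes at lower levels, was not measured. Xist and Ddx3y levels matched the stated sex in 23 of 23 mice. The animal numbers in the labels fall into separate ranges. All WT and heterozygous mice lie in the lowest range, and the homozygous mice lie in a middle range (6 mice) and a high range (4 mice). Genotype and this possible cohort of animals therefore cannot be told apart. By the paper's genotypes, homozygous mice carry 2 floxed Bin1 alleles and all other mice carry 1, so the dose of this allele differs in microglia as well. Bin1, the targeted gene (ENSMUSG00000024381.13, chromosome 18 of GRCm38 from 32377230 to 32435737), was measured in microglia, whereas Cre is expressed in neurons, so its level checks the labels only in part. It was at 699 ± 88.3 CPM (SD, n = 6; CPM are counts scaled to a common library total) in WT littermates, 692 ± 40.6 CPM (SD, n = 7) in heterozygous mice and 481 ± 130.2 CPM (SD, n = 10) in homozygous mice. The log2 fold change between homozygous and WT mice was -0.60 (standard error 0.12, adjusted p = 0.0017 from edgeR's quasi-likelihood test), and 8 of 10 homozygous mice lay below all other mice. The fold change is close to the threshold, and the call was kept in 17 of the 23 fits that left out 1 mouse.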

In order to investigate the impact of neuronal dysfunction resulting from Bin1 loss in forebrain excitatory neurons on the surrounding cellular environment, we performed transcriptomic analysis of FACS-sorted microglia from 3 month-old homozygous (*Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^*)* and heterozygous (*Bin1*^*flox/+*^::*Thy1-Cre*^*+*^*) Bin1-cKO* mice and WT (*Bin1*^*flox/+*^::*Thy1-Cre*^*-*^) littermates. Principal Component Analysis (PCA) showed a clear separation of the transcriptome of microglia from homozygous *Bin1*-*cKO* mice as compared with transcriptomes of microglia from heterozygous *Bin1*-*cKO* and from Bin1 expressing mice, regardless of sex (Fig 5A). 

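In a PCA of log2 CPM values of the 12908 genes tested, the first 3 components held 19.1%, 8.06% and 7.32% of the variance. The mean silhouette width of homozygous mice against all other mice over these components was 0.439, where 1 is complete separation and 0 is none. Of 100000 permutations of the genotype labels, none gave a width as large (p = 1e-05, the smallest that they can give). On the first component, the homozygous mice had a mean of 28.1 ± 12.9 (SD, n = 10) and the other mice a mean of -21.6 ± 9.73 (SD, n = 13). The ranges did not overlap, with 10.6 to 45.8 in homozygous mice and -37.9 to -7.20 in the others (two-sided exact permutation test over 1144066 splits, p = 8.7e-07, the smallest possible, adjusted p = 1.6e-05 over 18 comparisons). The same separation was present within females (exact permutation test, p = 0.0022, adjusted p = 0.013) and within males (exact permutation test, p = 0.0013, adjusted p = 0.011), each p the smallest possible. Males and females did not differ on the first component (exact permutation test, p = 0.72, adjusted p = 0.76). Heterozygous mice lay lower than WT littermates by a mean difference of -11.1, which did not pass the adjustment (exact permutation test, p = 0.036, adjusted p = 0.13). The silhouette width was 0.472 with the 500 most variable genes, 0.388 with genes scaled to unit variance, and between 0.422 and 0.472 with each mouse left out in turn. All homozygous mice have animal numbers in other ranges than the WT and heterozygous mice, so this separation cannot be computed within a range. Among homozygous mice, F1, F2, M1 and M2 lay farthest out on the first component (36.9 to 45.8, against 10.6 to 26.7 in the others). The same replicates had the highest levels of Fos, an immediate-early gene. Such genes rise in activated cells and also during tissue dissociation, so part of the separation may come from handling.

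**Figure D1:**
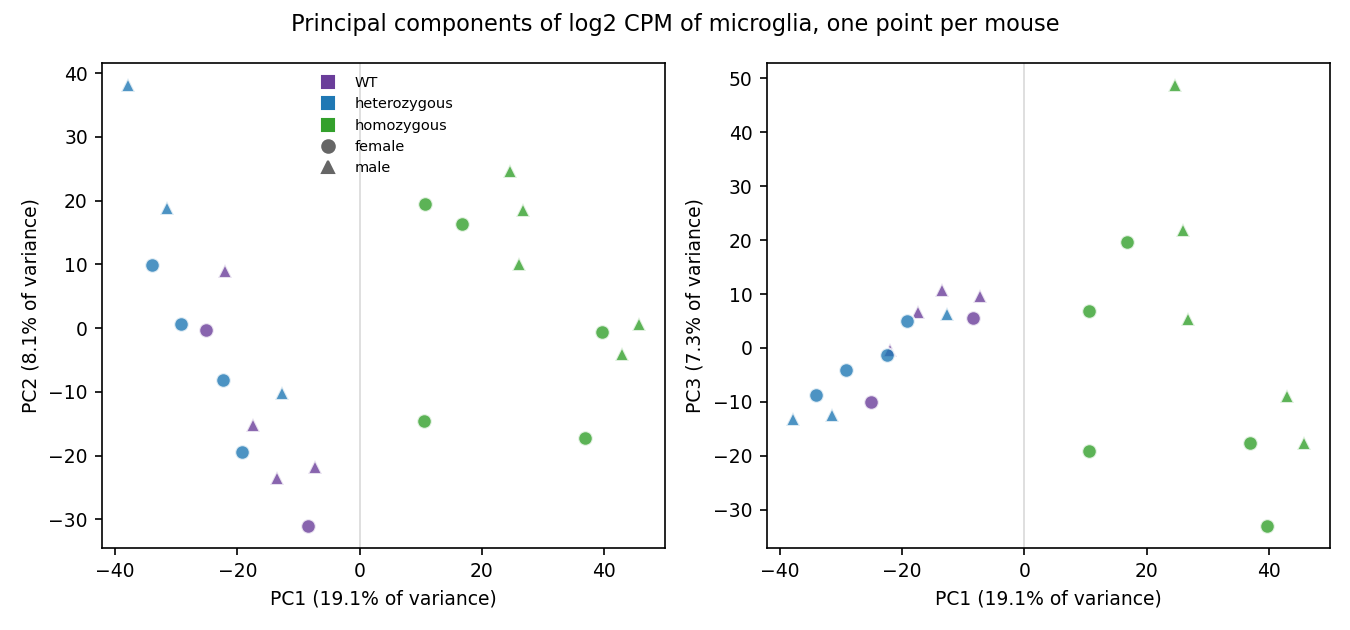
Principal components of log2 CPM, with PC1 against PC2 on the left and PC1 against PC3 on the right. Each point is 1 of 23 mice, colored by genotype, with circles for females and triangles for males; the 10 homozygous mice lie above 10 on PC1 and the other 13 mice below -7.20.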

Microglia from homozygous *Bin1-cKO* mice showed 265 (|FC| > 1.5, FDR <0.05) statistically significant Differentially Expressed Genes (DEGs) in comparison to WT mice (Fig 5B and S1 Table). 

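Between homozygous Bin1-cKO mice and WT littermates, 439 of 12908 genes were DEGs, 213 higher and 226 lower in homozygous mice. At an adjusted p below 0.05 without the fold change threshold there were 1645 genes. The alternative that moved the count most among those set in advance, apart from dropping that threshold, was a test against a 1.2-fold change, with 156 DEGs. Tested within each sex, 14 genes were DEGs both in females and in males. Of the 439 DEGs, 438 had the same sign in females and males, but they were chosen on both sexes together. In 106 genes, 40 of them DEGs, all homozygous mice lay beyond all other mice, a separation that chance gives in 2 of 1144066 splits. Gnpda1 (ENSMUSG00000052102.12, chromosome 18 of GRCm38 from 38327535 to 38339003) had the smallest p among the genes that rose. It lies 5.93 Mb from Bin1, in a stretch where DNA of the donor strain around the floxed locus is a candidate explanation of differences. It was at 132 ± 13.9 CPM (SD, n = 10) in homozygous mice and 80.5 ± 5.54 CPM (SD, n = 6) in WT littermates, with a log2 fold change of 0.71 (standard error 0.076, adjusted p = 4.5e-06). Gm8615 (ENSMUSG00000024437.6, chromosome 5 from 149155108 to 149156209) had the smallest p of all, with 0.418 ± 0.360 CPM (SD, n = 10) in homozygous mice and 10.7 ± 1.59 CPM (SD, n = 6) in WT littermates (log2 fold change -4.66, standard error 0.35, adjusted p = 6.8e-09). It shares 63.9% of its 25-base sequences with Gnpda1, so the counting could have split reads between them. The largest rise was in Fos (ENSMUSG00000021250.11, chromosome 12 from 85473890 to 85477273), with a log2 fold change of 8.75 (standard error 1.84, adjusted p = 0.0030). Its values in homozygous mice spread from 0.363 to 1459 CPM around a mean of 443 (SD 592, n = 10), and 7 of 10 lay above all WT littermates, which had 1.02 ± 0.629 CPM (SD, n = 6). The high values were in replicates F1, F2, M1 and M2 (824 to 1459 CPM), and the other homozygous mice were at 0.363 to 7.00 CPM. Egr1, Dusp1, Ier2 and Hspa1a rose by log2 fold changes of 7.02, 5.89, 4.45 and 3.48, with a wide spread between homozygous mice. These 4 genes and Fos were called neither with the homozygous mice of the high animal-number range alone nor by limma-voom. Hspa1a, which shares 65.5% of its 25-base sequences with Hspa1b, was called in 7 of 23 fits that left out 1 mouse. Ccl2 rose from 1.55 ± 0.377 CPM (SD, n = 6) to 15.8 ± 12.9 CPM (SD, n = 10), and 10 of 10 homozygous mice lay above all other mice (log2 fold change 3.36, standard error 0.54, adjusted p = 0.00036). Besides Gm8615, the largest falls were in Eno1b (log2 fold change -3.15), Nrsn1 (-2.77) and Nrgn (-2.76). Eno1b, which lies 15.6 Mb from Bin1 in the same stretch as Gnpda1, shares 83.5% of its 25-base sequences with Eno1. Its call was kept in 19 of 23 fits that left out 1 mouse. It was at 69.8, 81.5 and 88.3 CPM in homozygous replicates F1, F3 and F4, near the 83.0 to 119 CPM of WT littermates. In the other homozygous mice it was at 0 to 0.740 CPM, so its fold change averages over a split. Nrgn fell to 0.374 ± 0.200 CPM (SD, n = 10) from 2.56 ± 1.60 CPM (SD, n = 6), below all other mice in 10 of 10 homozygous mice (adjusted p = 0.00028). All adjusted p values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

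**Figure D2:**
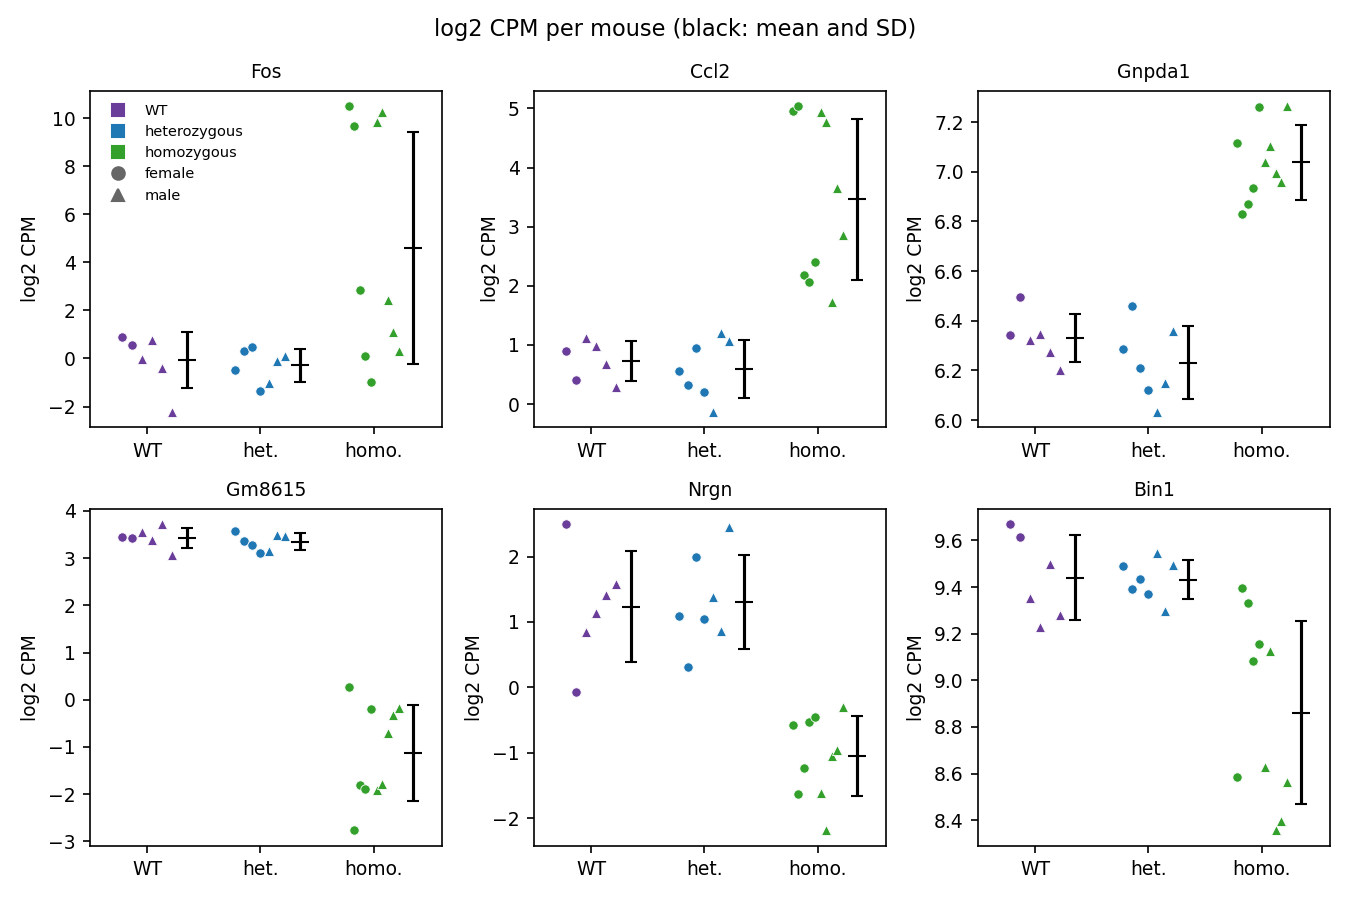
log2 CPM of 6 genes in WT, heterozygous (het.) and homozygous (homo.) mice, 1 point per mouse, with the mean and SD in black. The 10 homozygous mice lie apart from all other mice for Ccl2, Gnpda1, Gm8615 and Nrgn, while their Fos values spread from 0.363 to 1459 CPM before the log2 transformation.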

Interestingly, microglia from heterozygous *Bin1-cKO* mice showed no statistically significant (FDR <0.05) DEGs in comparison to WT mice (Fig 5B). 

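In heterozygous Bin1-cKO mice (n = 7) against WT littermates (n = 6), 0 of 12908 genes were DEGs by edgeR's quasi-likelihood test. The smallest adjusted p was 0.42, for Ankrd11, and 998 genes had an unadjusted p below 0.05. DESeq2's Wald test gave 4 DEGs, Slc9a4, Erbb3, Gm12231 and Tns2, with fitted log2 fold changes between -19.4 and -19.0. Limma-voom called 0 genes. With each mouse left out in turn, the count stayed at 0. The 262 genes of S1 Table that could be tested had a median log2 fold change of 0.033 in heterozygous mice, signed by their direction in S1 Table, and 147 of them (56.1%) had the same sign. Both comparisons use the same WT libraries, and in 100 simulations of heterozygous mice without any difference this shared control alone gave a median of 0.156 (range 0.122 to 0.182). The observed median lay below all simulated ones, but they were not computed alike. The simulations used limma-voom and the genes called in each simulation, whereas the observed median used edgeR and the fixed genes of S1 Table. No conclusion is therefore drawn from the distance between them.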

Of note, loss of neuronal Bin1 didn’t affect microglia number in the hippocampus (S6B and S6C Fig). Upon comparison of gene expression from microglia of homozygous *Bin1*-*cKO* with gene expression from microglia of Bin1 expressing mice by Ingenuity Pathway Analysis (IPA), we observed that the top activated canonical pathway were “NOS and ROS production in Macrophages”, “p38 MAPK Signaling”, “HMGB1 Signaling” and “Neuroinflammation Signaling” (Fig 5C). In addition, the top inhibited canonical pathways were “LXR/RXR Activation”, “PPAR Signaling” and “PPARα/RXRα Activation" (Fig 5C). 

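Since IPA was not run here, 19 lists of genes written before the data were examined were tested on the same samples with camera (preset correlation 0.01), with Benjamini-Hochberg adjustment over the lists. Of these, 8 passed an adjusted p of 0.05 between homozygous mice and WT littermates, 5 higher and 3 lower. However, 12 of 100 splits of the same mice, the real one included, gave as many lists or more, and with the correlation estimated from the data 0 lists passed. A list of 15 chemokines and cytokines, 13 of them tested, had a median log2 fold change of 1.24 (camera adjusted p = 1.1e-08), with 13 of 13 genes higher and 11 called. Its mean log2 CPM was 4.12 ± 0.516 (SD, n = 10) in homozygous mice and 2.73 ± 0.213 (SD, n = 6) in WT littermates, above all of these in 10 of 10 homozygous mice (exact permutation test, p = 0.00012, the smallest possible, adjusted p = 0.0012 over the lists). The study's own DEGs include 11 of its genes, and of the 2 genes left without S1 Table camera did not pass (adjusted p = 0.22), whereas fry did (adjusted p = 0.049). S1 Table was chosen on these same mice, so leaving its genes out removes the strongest members of a list. A list that does not pass without them is therefore not excluded, here and in the tests below. Immediate-early genes, which rise in activated cells and also during tissue dissociation, had a median log2 fold change of 1.86, with 27 of 27 tested genes higher (camera adjusted p = 4.3e-08). Without the genes of S1 Table, 11 were left, and camera passed (adjusted p = 0.030) but fry did not (adjusted p = 0.19). Genes of Toll-like receptor and NF-kB signaling had a median of 0.10, with 9 of 15 higher (camera adjusted p = 0.042; without the genes of S1 Table 0.47, and 0.30 by fry). With these genes included, the mean log2 CPM of this list was 5.96 ± 0.075 (SD, n = 10) in homozygous mice and 5.75 ± 0.054 (SD, n = 6) in WT littermates. It lay above all WT littermates in 9 of 10 homozygous mice (exact permutation test, p = 0.00025, adjusted p = 0.0012 over the lists). Homeostatic microglia genes fell with a median of -0.23, with 13 of 14 lower and 0 called (camera adjusted p = 7.9e-07). With the genes of S1 Table included, the fry test passed 14 lists, among them each of these 4.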

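A list of 12 genes transcribed by LXR/RXR had a median log2 fold change of -0.29 between homozygous mice and WT littermates, with 9 of 12 lower and 0 called as DEGs (camera adjusted p = 0.019, fry adjusted p = 0.011, camera with estimated correlation 0.22). Adjusted over the list alone, 5 of 12 genes passed 0.05. The mean log2 CPM of the list was 5.13 ± 0.202 (SD, n = 10) in homozygous mice and 5.39 ± 0.253 (SD, n = 6) in WT littermates, and 4 of 10 homozygous mice lay below all WT littermates (exact permutation test, p = 0.045, adjusted p = 0.071 over the lists). A list of 14 genes transcribed by PPAR/RXR, with the receptors, had 8 genes tested. Their median log2 fold change was 0.07, with 6 of 8 higher (camera adjusted p = 0.17). The fry test called this list higher in homozygous mice (adjusted p = 0.015). Its mean log2 CPM was 5.08 ± 0.166 (SD, n = 10) in homozygous mice and 4.94 ± 0.139 (SD, n = 6) in WT littermates, a difference within the spread between mice (exact permutation test, p = 0.090, adjusted p = 0.13). Both lists were written from general knowledge and are not the IPA pathways, which also count regulators.

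**Figure D3:**
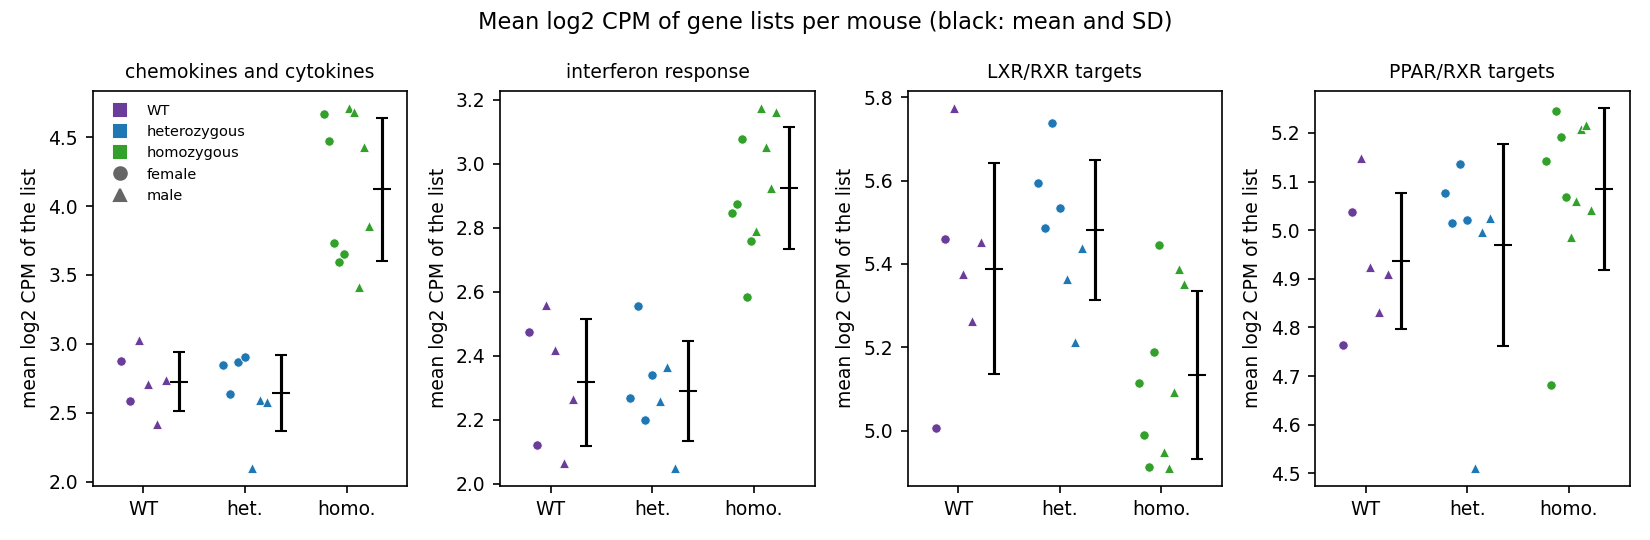
Mean log2 CPM of 4 gene lists in WT, heterozygous (het.) and homozygous (homo.) mice, 1 point per mouse, with the mean and SD in black. The chemokine and interferon lists lie higher in the 10 homozygous mice than in the 6 WT littermates, while the LXR/RXR and PPAR/RXR lists overlap between the groups.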

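Genes that interferons induce were higher in homozygous Bin1-cKO mice than in WT littermates. The interferon list had a median log2 fold change of 0.63, with 20 of 20 tested genes higher and 9 called (camera adjusted p = 1.9e-06; without the genes of S1 Table 0.0041, and 0.0098 by fry). Its mean log2 CPM was 2.92 ± 0.191 (SD, n = 10) in homozygous mice and 2.32 ± 0.199 (SD, n = 6) in WT littermates, above all WT littermates in 10 of 10 homozygous mice (exact permutation test, p = 0.00012, the smallest possible, adjusted p = 0.0012 over the lists). MHC class II genes, which IFNγ induces, had a median of 1.27, with 7 of 7 higher and 5 called (camera adjusted p = 2.9e-05). Without the genes of S1 Table the list did not pass (camera adjusted p = 0.22, fry adjusted p = 0.14), but only 3 genes were left, 3 of them higher. In 8 of 10 homozygous mice the mean log2 CPM of the 7 MHC class II genes was above that of all WT littermates. Among genes that LPS induces, Tnf was at 13.0 ± 10.9 CPM (SD, n = 10) in homozygous mice and 3.02 ± 1.79 CPM (SD, n = 6) in WT littermates, with 6 of 10 above all WT littermates (log2 fold change 2.11, standard error 0.59, adjusted p = 0.020 from edgeR's quasi-likelihood test). Its call was lost without WT replicate F1. Il6 was at 9.73 ± 2.93 CPM (SD, n = 10) and 4.70 ± 2.20 CPM (SD, n = 6), respectively, with a log2 fold change of 1.05 (standard error 0.24, adjusted p = 0.0057). App itself (ENSMUSG00000022892.10) was lower, at 146 ± 14.5 CPM (SD, n = 10), whereas WT littermates ranged from 157 to 268 CPM (n = 6). Its log2 fold change was -0.50 (standard error 0.096, adjusted p = 0.0015), below the fold change threshold for a DEG. The paper's APP result is an activity predicted from the DEGs, so the level of App mRNA in microglia does not test it.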

The top predicted upstream activators were lipo-polysaccharide (LPS), Interferon γ (IFNγ), and Amyloid Precursor Protein (APP) (Fig 5D).

**Fig 5:**
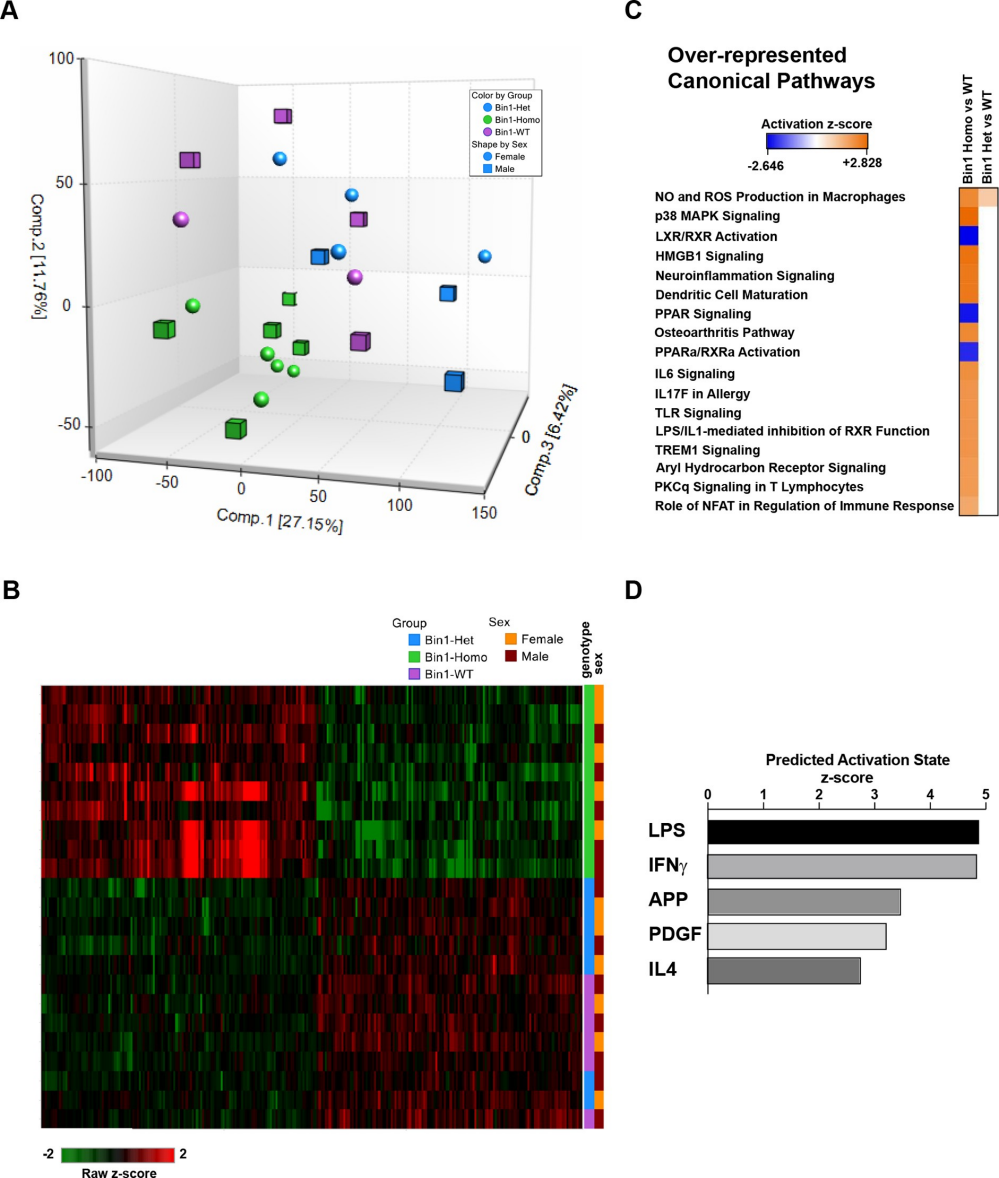
Loss of Bin1 in neurons affects gene expression in microglia *in vivo*. **(A)** Principal component analysis (PCA) representing the tridimensional distribution of the transcriptomes of FACS-sorted microglia from *Bin1*^*flox/flox*^:: *Thyr1-Cre*^*+*^ (green), *Bin1*^*flox/+*^::*Thyr1-Cre*^*+*^ (blue) mice and WT littermates (purple). Cubes indicate males, spheres indicate females. (**B**) Heatmap representing FPKM values of 265 differentially expressed genes (Fold Change |FC| 1.5; padj <0.05) in microglia from *Bin1*^*flox/flox*^:: *Thyr1-Cre*^*+*^ (green), *Bin1*^*flox/+*^::*Thyr1-Cre*^*+*^ (blue) mice and WT littermates (purple), across genotypes and sexes. Brown indicate males, orange indicate females. Green-to-red prism indicates Raw z-score. **(C**) List of the most statistically significant Over-represented Canonical Pathways of the DEGs in microglia from *Bin1*^*flox/flox*^:: *Thyr1-Cre*^*+*^ versus WT littermates and *Bin1*^*flox/+*^::*Thyr1-Cre*^*+*^ versus WT littermates, respectively, obtained by IPA. Blue-to-orange prims indicates Activation z-score. **(D)** List of the most statistically significant Predicted Upstream Activators of the DEGs in microglia from *Bin1*^*flox/flox*^:: *Thyr1-Cre*^*+*^ versus WT littermates, obtained by IPA. Axis represent Predicted activation z-score.

Previously, it had been reported that the conditional expression of the Calpain cleavage product of Cdk5 activator p35 (CK-p25), exclusively in neurons, induces the generation of a mouse model of severe neurodegeneration with AD-like phenotypes[43]. Furthermore, microglia transcriptome from CK-p25 mice showed modules of co-regulated type I and type II interferon response genes[44]. Since we observed a correlation between the transcriptome of microglia homozygous *Bin1*-*cKO* mice with Neuroinflammation Signaling, and in particular IFNγ as predicted upstream activators, we investigated whether we could observe commonalities between the transcriptome of microglia from homozygous *Bin1*-*cKO* mice and the transcriptome of microglia from CK-p25 mice. In the latter, three microglia genes clusters had been identified as relevant: Cluster 3 (491 EnsemblIDs), Cluster 6 (466 EnsemblIDs) and Cluster 7 (233 EnsemblIDs). Our analysis reported an overlap of 18, 27 and 5 genes with the three different clusters, respectively (S2 Table).

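S2 Table lists 18, 27 and 5 genes for clusters 3, 6 and 7, all of them also in S1 Table, so they were chosen on these same mice and their changes are not independent evidence. The full CK-p25 cluster lists were not used here, so no enrichment over chance was tested. Of these genes, 16 of 18, 25 of 27 and 5 of 5 were DEGs between homozygous mice and WT littermates by edgeR's quasi-likelihood test. Clec7a and Gadd45b were the genes not called, in both cluster 3 and cluster 6, with adjusted p values of 0.056 and 0.080. Adjusted over the list alone, 18, 27 and 5 genes passed 0.05. The median log2 fold change was 1.04 for cluster 3, 0.97 for cluster 6 and 1.86 for cluster 7. In the same order, 17, 25 and 5 genes were higher and 1, 2 and 0 were lower. The changes ranged from -0.69 to 3.36 in cluster 3, from -1.20 to 4.45 in cluster 6 and from 1.06 to 3.36 in cluster 7. Ccl4, chosen after its values were seen, rose from 16.5 ± 4.38 CPM (SD, n = 6) to 60.5 ± 44.9 CPM (SD, n = 10), with 8 of 10 homozygous mice above all other mice (log2 fold change 1.86, standard error 0.39, adjusted p = 0.0030). In heterozygous mice against WT littermates, the median log2 fold changes were -0.080, -0.068 and -0.091. The summed count of 46 fell to 20 under the test against a 1.2-fold change and to 27 with a fold change above 2.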

CK-p25 mice exhibited increased Aβ levels and aberrant APP processing[43,45]. Furthermore, a recent study reported that transcriptional profiles from CK-p25 mice and 5XFAD (expressing human APP and PSEN1 transgenes with a total of five AD-linked mutations: the Swedish (K670N/M671L), Florida (I716V), and London (V717I) mutations in APP, and the M146L and L286V mutations in PSEN1) mice show similarities [46]. Microglia Single cell RNAseq from 5XFAD mice had been instrumental for the definition of “Disease Associated Microglia” (DAM) gene signature[47]. Since we observed APP as one of the top predicted upstream activators for the DEGs of microglia from *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^ mice by IPA, we investigated whether we could observe commonalities between the microglial transcriptome in this study and the DAM signature. 

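In homozygous Bin1-cKO mice (n = 10) and WT littermates (n = 6), 4 DAM genes had these values. Cst7 (ENSMUSG00000068129.5, chromosome 2 of GRCm38 from 150570415 to 150578944) was at 10.6 ± 2.96 CPM (SD, n = 10) and 5.68 ± 1.01 CPM (SD, n = 6), with a log2 fold change of 0.91 (standard error 0.21, adjusted p = 0.0059). Axl (ENSMUSG00000002602.14, chromosome 7 from 25757273 to 25788705) was at 24.0 ± 4.95 CPM and 14.0 ± 3.65 CPM, with a log2 fold change of 0.75 (standard error 0.18, adjusted p = 0.0075). Lyz2 (ENSMUSG00000069516.7, chromosome 10 from 117277331 to 117282321) was at 353 ± 82.7 CPM and 142 ± 18.6 CPM, with a log2 fold change of 1.29 (standard error 0.16, adjusted p = 3.5e-05), and shares 40.5% of its 25-base sequences with Lyz1. Homozygous mice lay above all WT littermates in 9 of 10 for Cst7, 9 of 10 for Axl and 10 of 10 for Lyz2. Clec7a (ENSMUSG00000079293.9, chromosome 6 from 129461591 to 129472779) was at 16.4 ± 7.76 CPM and 8.67 ± 1.34 CPM, above all WT littermates in 8 of 10 homozygous mice. Its log2 fold change of 0.80 (standard error 0.28, adjusted p = 0.056) was not called, but it was called under 8 other settings, such as DESeq2's Wald test (adjusted p = 0.029; 0.0055 to 0.48 over all settings run), and in 5 of 23 fits that left out 1 mouse. The adjusted p values are from edgeR's quasi-likelihood test unless stated. The paper's own DAM list was not used here. A list of 22 DAM genes from general knowledge, 21 of them tested, had a median log2 fold change of 0.10, with 13 of 21 higher (camera adjusted p = 0.055, fry adjusted p = 0.12). Its mean log2 CPM was 7.64 ± 0.197 (SD, n = 10) in homozygous mice and 7.38 ± 0.120 (SD, n = 6) in WT littermates, above all WT littermates in 7 of 10 (exact permutation test, p = 0.014, adjusted p = 0.027 over the lists). Between homozygous and heterozygous mice, 17 of 21 genes were higher (camera adjusted p = 0.0016, fry adjusted p = 0.0093). Without the genes of S1 Table the list did not pass against WT littermates (camera adjusted p = 0.91) or heterozygous mice (0.21).

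**Figure D4:**
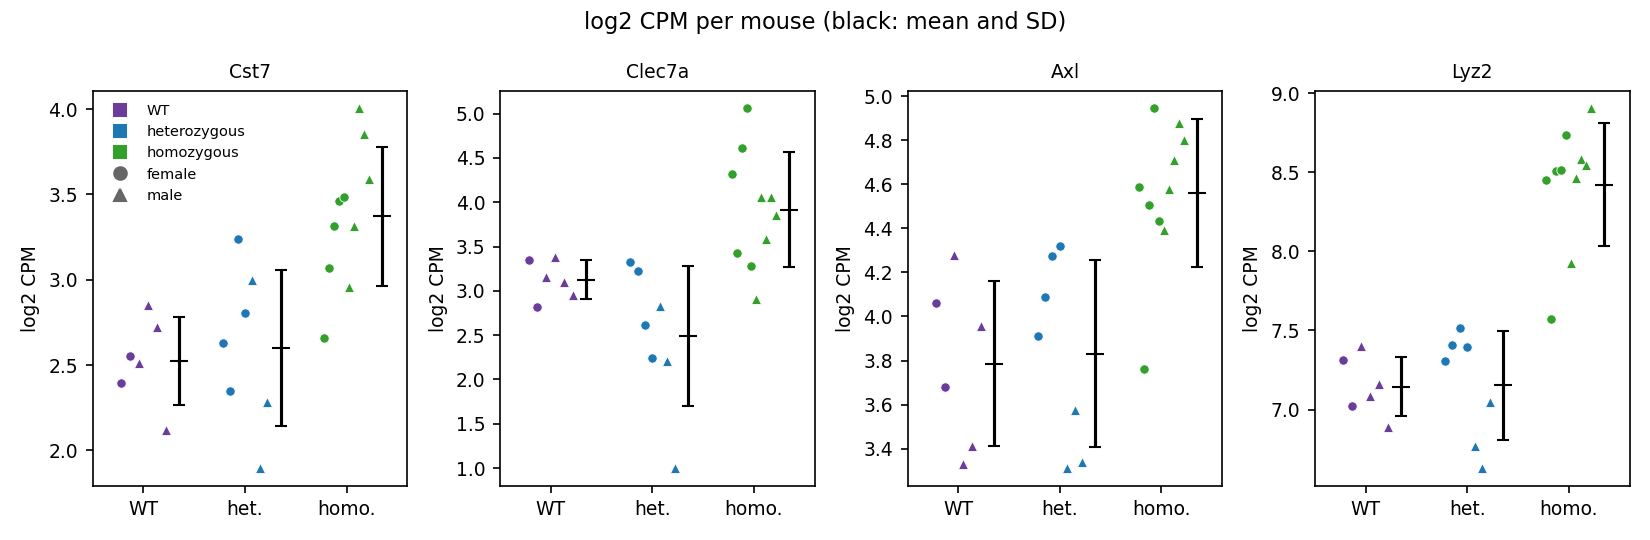
log2 CPM of Cst7, Clec7a, Axl and Lyz2 in WT, heterozygous (het.) and homozygous (homo.) mice, 1 point per mouse, with the mean and SD in black. For Lyz2, 10 of 10 homozygous mice lie above all WT littermates, and for Clec7a 8 of 10.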

Only *Cst7*, *Clec7a*, *Axl* and *Lyz2* out of 40 DAM genes overlapped with the 265 DEGs of microglia from *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^ mice. 

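A comparison between the groups that both carry Cre does not use the WT libraries, but uses the same homozygous libraries. Between homozygous and heterozygous Bin1-cKO mice, 854 of 12908 genes were DEGs by edgeR's quasi-likelihood test, 299 higher and 555 lower in homozygous mice, and 296 of them were also DEGs between homozygous mice and WT littermates. This overlap is not independent evidence. In females alone, 38 genes were DEGs between homozygous mice (n = 5) and WT littermates (n = 2), and in males alone 279 (n = 5 and n = 4). The genotype effect (homozygous against WT) differed between females and males in 0 genes at an adjusted p below 0.05 and 644 at an unadjusted p below 0.05, and in 1 gene, Chst10, by DESeq2. From its observations taken together, the paper proposes that dysfunction of neurons that have lost Bin1 changes gene expression in the microglia around them.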

Taken together, such observations suggest that neuronal disfunction resulting from Bin1 loss alters gene expression of the surrounding microglia.

## Discussion

Variation at the *BIN1* locus has shown a consistent, statistically-significant association to LOAD[4,5], although the mechanistic link between BIN1 and AD has remained obscure. In the current study, we focused on the relationship between BIN1 and neuronal loss in the context of Tau pathology[1–3], based on the correlation between AD-associated *BIN1* SNPs and expression levels with Tau deposition[20,28], as well as with various brain morphometric measurements [21], [24][25]. Our analysis showing decreased detection of neuronal Bin1 in the brains of human Tau P301S expressing mice replicates what has been observed in post-mortem brain samples of AD-affected individuals[20],[21], and validate PS19 as a suitable *in vivo* model to understand the contribution of BIN1 to AD-like neuropathology. By employing such a model, we have shown that acute knock-down of total Bin1 in the hippocampus results in a significant neuronal loss. Such observation is consistent with the reported correlation between BIN1 AD-associated SNPs and atrophy of hippocampus, CA1 and parahippocampus, as determined by MRI analysis[21].

Surprisingly, genetic ablation of Bin1 in forebrain excitatory neurons in the context of human Tau P301S expression didn’t affect neuronal number in the hippocampus or cortex. This apparent discrepancy could be explained by the following considerations. First, AAV-mediated Bin1 knock-down completely ablated Bin1 expression (Fig 1C), while Thy1-Cre-mediated Bin1 ablation resulted in a decreased but still detectable levels of neuronal Bin1 (S3A, S3B and S6A Figs). Whether there is a threshold for Bin1 expression that regulates neuronal survival remains to be examined. Second, the AAV employed in the acute knock-down experiment was effective in excitatory and inhibitory neurons as well as astrocytes (S1A and S1B Fig), while Thy1-Cre-mediated Bin1 ablation is specific for forebrain excitatory neurons[34–37]. In light of this observation, we could hypothesize that the decreased but still detectable levels of neuronal Bin1 observed by WB on brain lysates could belong to inhibitory neurons (S3A, S3B and S6A Figs). Indeed, our data suggest that reduction of Bin1 reduces neuronal activity. Reduction of inhibitory neuron activity in the hippocampus has been suggested to result in network hyperexcitability[48], and over time this hyperexcitability can lead to neuropathology[49]. However, whether widespread deletion of Bin1 in hippocampal inhibitory neurons alone results in degeneration of hippocampal excitatory neurons remains untested.

The neuronal-specific Bin1 isoform 1 was detected as a doublet due to phosphorylation, as previously reported in rat as well as in murine brain lysates[15,32]. Interestingly, we noticed the appearance of additional Bin1 immuno-reactive bands (Fig 1A and 1B and S3B Fig) more consistently in mice expressing TauP301S in PS19 background (S3B Fig). It would be possible that additional Bin1 immunoreactive bands represent differentially phosphorylated Bin1 proteins. Recently, it has been reported that phosphorylation of Bin1 at T348 promotes the interaction with Tau *in vitro* and that this leads to a reduced Tau toxicity[32]. Furthermore, it has been shown that phospho-BIN1(T348):BIN1 ratio was increased in post-mortem AD brain samples, suggesting a compensatory mechanism to counteract hyper-phosphorylated Tau toxicity[32]. While we have not demonstrated that any of the extra bands in PS19^Hemi^ mice represents Bin1 T348, the observation of such bands might be the result of a compensatory mechanism in mice overexpressing Tau P301S, similar to that observed in post-mortem AD brain samples.

Nevertheless, the genetic ablation of Bin1 in forebrain excitatory neurons resulted in more rapid animal mortality in the context of human mutant Tau expression and an earlier onset of clinical signs, whereas PS19 mice with hippocampal injection of AAV mBin1-shRNA did not shown a difference in survival or the time required to reach Clinical Score 2. Such observation is consistent with the association of hippocampus predominantly with memory[50]. Conversely, selective deletion of Bin1 in excitatory neurons throughout the forebrain likely impacted a variety of functions, as it is evident by the more rapid onset of clinical symptoms (in the context of human mutant Tau expression) and by the observed deficits in both sensorimotor reflex, and forebrain gating of this reflex, suggesting alterations in both cortical and subcortical circuitry[38]. In addition, deletion of Bin1 in forebrain excitatory neurons led to alterations in microglial transcriptome, which may affect survival.

Neuronal BIN1 has been previously involved in neurite growth, presynaptic cytoskeleton structural integrity, and fission of synaptic vesicles in neurons[11,12,17,19]. Furthermore, mice lacking Amphiphysin I and Bin1 in neurons showed defects in synaptic vesicle recycling, increased mortality, major learning deficits and higher propensity to seizure[11]. In cardiomyocytes, Bin1 is critical for both T-tubule formation, necessary for excitation-contraction coupling, as well as clustering of calcium channels[51], and these functions map to different domains of the Bin1 protein. Recently, Schurmann and colleagues have shown that alterations of Bin1 levels lead to changes in spine morphology, AMPA receptor surface expression and trafficking, and AMPA receptor-mediated synaptic transmission. Bin1 binds Arf6, and may participate the trafficking of vesicular structures through regulation of Arf6 GTPase activity and regulate synaptic AMPA receptor expression[52]. Consistent with these data, we observed that reduction of Bin1 resulted in decreased intracellular calcium release in response to NMDA *in vitro*. Further, the loss of neuronal Bin1 resulted in a reduction of neuronal activation *in vivo* as measured by reduced c-fos-expressing DG granule neurons under low levels of stimulation in the Home Cage environment. This is in contrast to the increased c-fos activation in the DG region in mice exposed to a novel environment. A theoretical model to explain this finding for the DG could involve alterations in excitation–inhibition balance. The DG receives strong feedback inhibition [53] so a decrease in excitatory neuronal activity, potentially due to Bin1 loss, might therefore lead to a subsequent failure of inhibition [53] and hence increased activation in the DG in response to physiological stimuli (Fig 6). In light of the deep complexity of the hippocampal circuitry, and in absence of electrophysiological data for neuronal activity following alteration of Bin1, further experiments are required to substantiate such a model. Although a recent report suggests that BIN1 overexpression promotes the recovery of tauopathy-induced long-term memory deficits[32], loss of Bin1 in forebrain excitatory neurons didn’t alter memory performance in the contextual fear conditioning task, although this may reflect the strength of the training paradigm used here, or compensatory changes in circuitry[54]. Interestingly, network hyperexcitability has been observed in AD-affected individuals[55]. Patients with mild cognitive impairment or dementia due to AD have strong epileptiform activity[55] and such aberrant activity is recapitulated in several rodent models of AD expressing Aβ and hyperphosphorylated Tau[56,57]. Thus, it is plausible that alteration in neuronal BIN1 expression would lead to an unbalanced hippocampal circuitry resulting in memory impairments.

**Fig 6:**
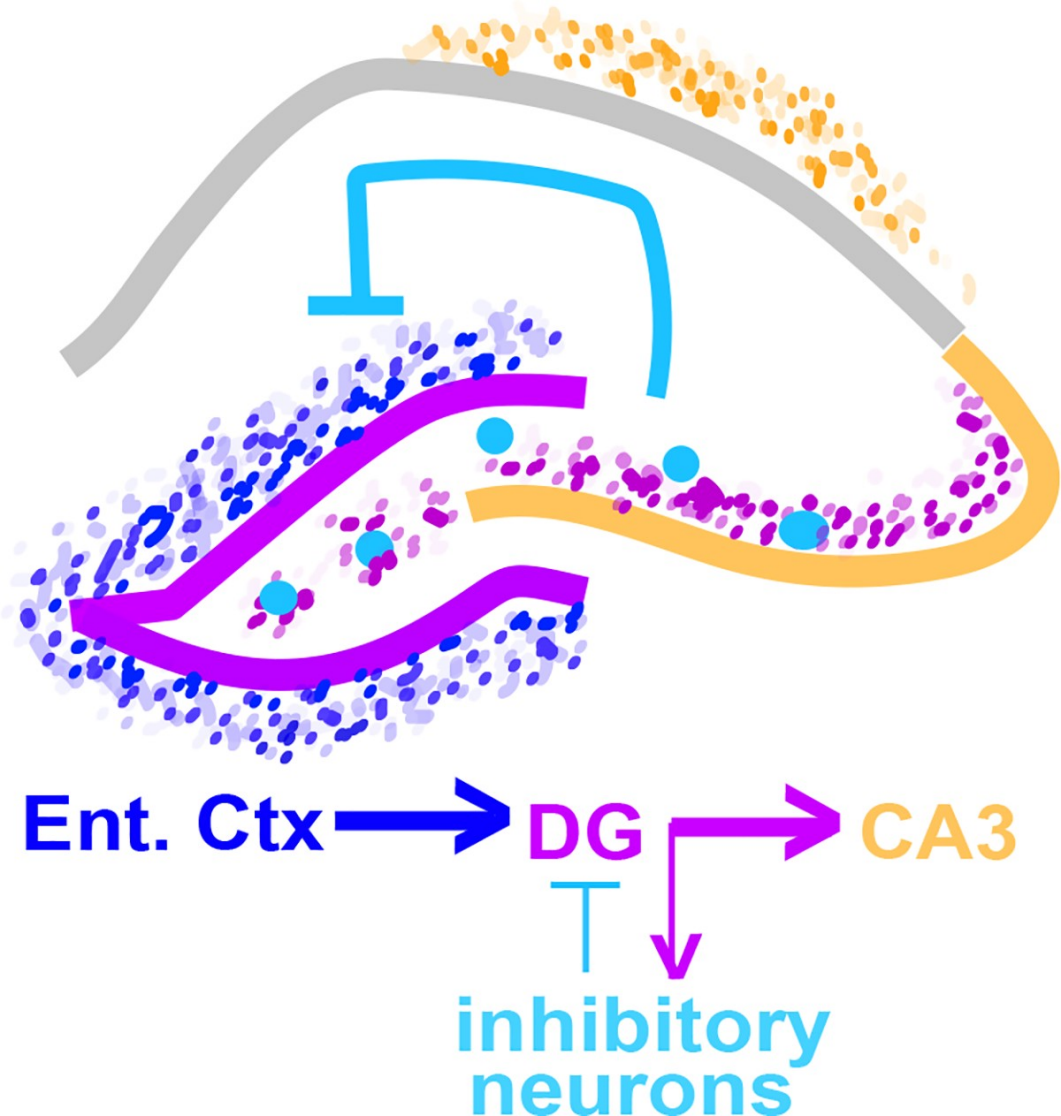
Schematic representation of hippocampal circuitry. Schematic highlighting the potential role for alteration in excitation–inhibition balance to generate differences in DG activation. Entorhinal cortical projections are the main inputs to the DG (shown as dark blue dots). The DG has axonal outputs (shown as purple dots) to CA3 as well as to local inhibitory neurons (large light blue circles). Local inhibitory neurons project back to the DG and inhibit activation.

Altered neuronal functionality resulting from the ablation of Bin1 impacted the transcriptome, but not number, of the surrounding microglia. The loss of 2 copies of Bin1 in neurons resulted in differential expression of genes involved in several pro-inflammatory pathways. The presence of IFNγ and APP among the upstream predicted regulators prompted us to investigate the potential overlap between microglia transcriptome from *Bin1 c-KO* mice and microglia transcriptomes from CK-p25 and 5XFAD mice. *Bin1 c-KO* mice didn’t show signs of neuronal loss and microglia proliferation, while CK-p25 and 5XFAD mice showed advert neuronal loss and reactive microglia features [43,45][46]. The only partial overlap between *Bin1 c-KO* and CK-p25/5XFAD microglia transcriptome likely reflects the difference in the severity of the phenotypes observed in the different murine models.

In summary, our data shows that post-natal Bin1 deletion in excitatory forebrain neurons results in moderate but significant decrease in cell-autonomous neuronal excitability, likely exacerbated by the presence of aggregated Tau, coupled with non-cell autonomous microglia activation *in vivo*. Our study suggests that the contribution of genetic variation in BIN1 locus to AD risk might produce moderate effects that could lead to major outcomes with time, consistent with the small effect of common risk variants and with a late onset of Alzheimer’s disease.

## Supporting information

S1 Fig Analysis of GFP expression in AAV-injected PS19^Hemi^ mice. **(A)** Immunofluorescence co-staining of GFP, NeuN (neurons), GFAP (astrocytes), Iba1 (microglia) and Gad67 (inhibitory neurons) in hippocampi of PS19^Hemi^ mice injected with AAV (1/8)-GFP-U6-shRNA scrbl. One representative image per group. Scale bar: 600μm. Arrows mark colocalized staining and x marks non-colocalized staining. Inlet scale bar: 50μm. **(B**) Plot representing the mean**±**SD percentage of GFP^+^ cells co-stained with NeuN, Gad67, GFAP and Iba1, respectively, quantified on 4 animals. **(C)** Immunohistochemistry of GFP in hippocampi of PS19^Hemi^ mice injected with AAV (1/8)-GFP-U6-shRNA scrbl and AAV (1/8)-GFP-U6-shRNA mBin1, respectively. One representative image per group. Scale bar: 600μm. **(D**) Plot representing the percentage of GFP staining (GFP area over total area of the hippocampus) for each animal. Circles represent animals injected with AAV (1/8)-GFP-U6-shRNA scrbl: green filled circles represent ipsilateral hemisphere; blue filled circles represent contralateral hemisphere. Squares represent animals injected with AAV (1/8)-GFP-U6-shRNA mBin1: yellow filled squares represent ipsilateral hemisphere; red filled squares represent contralateral hemisphere. Each circle/square represents one single animal.
(TIF) Click here for additional data file.

S2 Fig Acute knock-down of *Bin1* in the hippocampus of PS19^Hemi^ mice doesn’t alter hippocampal area or overall microglia phenotype. **(A)** Immunohistochemical staining of Iba1 in hippocampi of PS19^Hemi^ mice injected with AAV (1/8)-GFP-U6-shRNA scrbl and AAV (1/8)-GFP- U6-shRNA mBin1, respectively. One representative image per group. Scale bar: 2mm. Inlets scale bar: 100μm. **(B**) Plot representing the Total Area of hippocampus expressed as Log of mm^2^ for each animal. **(C)** Plot representing the Log of the number of microglia cells (based on Iba1 staining) per mm^2^ for each animal. **(D**) Plot representing the Log of the Iba1% staining area normalized over the total area of hippocampus for each animal (+2). **(E**) Plot representing the Log area of microglia dendritic processes in the hippocampus, calculated as area of Iba1 staining normalized by the area of microglia soma for each animal. Circles represent animals injected with AAV (1/8)-GFP- U6-shRNA scrbl: green filled circles represent ipsilateral hemisphere; blue filled circles represent contralateral hemisphere. Squares represent animals injected with AAV (1/8)-GFP- U6-shRNA mBin1: yellow filled squares represent ipsilateral hemisphere; red filled squares represent contralateral hemisphere. Each circle/square represents one single animal. A linear mixed effect model with a 2-way fixed effect model with interaction, a random intercept, and a compound symmetric within-subject correlation structure was employed. P-values were adjusted via the glht single step method. Post-hoc comparisons were analyzed between ipsilateral and contralateral hemispheres within animals, as well as between ipsilateral hemispheres across groups and contralateral hemispheres across groups. Adjusted p-value: * p< 0.05; ** <0.01; *** p<0.001.
(TIF) Click here for additional data file.

S3 Fig Loss of neuronal Bin1 accelerates onset of clinical features in *Bin1 c-Ko; PS19^Hemi^* mice in comparison to Bin1-expressing *PS19^Hemi^* mice. (**A**) Western blotting of brain lysates from *Bin1*^*flox/+*^:: *Thy1-Cre*^*-*^ and *Bin1*^*flox/flox*^::*Thyr1-Cre*^*+*^ mice show Bin1 expression. Each lane represents lysate from one animal. Tubulin represents loading control. Arrows indicated Neuronal Bin1 isoform 1 (top) and Ubiquitous Bin1 isoform 2 (bottom). (**B**) Western blotting of brain lysates from *Bin1*^*flox/+*^:: *Thy1-Cre*^*-*^:: *PS19*^*Hemi*^ and *Bin1*^*flox/flox*^::*Thyr1-Cre*^*+*^:: *PS19*^*Hemi*^ mice show Bin1 expression. Each lane represents lysate from one animal. Tubulin represents loading control. Arrows indicated Neuronal Bin1 isoform 1 (top) and Ubiquitous Bin1 isoform 2 (bottom). (**C**) Male *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice (KO, green line) and *Bin1*^*flox/+*^::*Thy1-Cre*^*+*^::*PS19*^*Hemi*^ (HET, red line) show reduced time to reach Clinical Score 2 (CS2) relative to *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19*^*Hemi*^ (WT, black line) mice. Mean time to CS2 WT: 287 days, HET: 281 days (p = 0.419), KO: 250 days (p<0.0001) (Kaplan Meier adjusted p-value (adj), relative to WT). (**D**) Female *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice (KO, green line) and *Bin1*^*flox/+*^::*Thy1-Cre*^*+*^::*PS19*^*Hemi*^ (HET, red line) show reduced time to reach Clinical Score 2 (CS2) relative to *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19*^*Hemi*^ (WT, black line) mice. Mean time to CS2 WT: 349 days, HET: 308 days (p = 0.045), KO: 275 days (p<0.0001) (Kaplan Meier adjusted p-value (adj), relative to WT). (**E**) Male *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice (KO, green line) and *Bin1*^*flox/+*^::*Thy1-Cre*^*+*^::*PS19*^*Hemi*^ (HET, red line) show reduced time to reach Clinical Score 3 (CS3) relative to *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19*^*Hemi*^ (WT, black line) mice. Mean time to CS2 WT: 308 days, HET: 287 days (p = 0.202), KO: 256 days (p = 0.008) (Kaplan Meier adjusted p-value (adj), relative to WT). (**F**) Female *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice (KO, green line) and *Bin1*^*flox/+*^::*Thy1-Cre*^*+*^::*PS19*^*Hemi*^ (HET, red line) show reduced time to reach Clinical Score 3 (CS3) relative to *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19*^*Hemi*^ (WT, black line) mice. Mean time to CS2 WT: 363 days, HET: 317 days (p = 0.112), KO: 308 days (p = 0.001) (Kaplan Meier adjusted p-value (adj), relative to WT). Adjusted p-value: * p< 0.05; ** <0.01; *** p<0.001.
(TIF) Click here for additional data file.

S4 Fig Loss of neuronal Bin1 doesn’t affect neuropathological features in *Bin1 c-Ko* mice, regardless the expression of human Tau P301S. Plots representing the Area NeuN staining **(A)** and Total Area of the hippocampus (**B**), expressed in mm^2^, in sections from the hippocampi of male and female *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19*^*Ncar*^ (black filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Ncar*^ mice (blue filled circles) mice. Plots representing the Area NeuN staining **(C)** and Total Area of the hippocampus (**D**), expressed in mm^2^, in sections from the hippocampi of male and female *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19*^*Hemi*^ (gray filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice (purple filled circles) mice. Plots representing the Area of NeuN staining (**E**) and Total Area of the cortex (**F**), expressed in mm^2^, in sections from the cortexes from male and female *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19*^*Ncar*^ (black filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Ncar*^ mice (blue filled circles) mice. Plots the Area of NeuN staining (**G**) and Total Area of the cortex (**H**), expressed in mm^2^, in sections from the cortexes from male and female *Bin1*^*flox/+*^::*Thy1-Cre*^*-*^::*PS19*^*Hemi*^ (gray filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice (purple filled circles) mice. Each circle represents the value from one animal. 2-way ANOVA with interaction with single-step p-value correction for all endpoints, except Total Area Hippocampus (**B**) 2-way un-equal variance ANOVA with interaction with single-step p-value correction. Results presented in the figure don’t show statistically significant differences.
(TIF) Click here for additional data file.

S5 Fig Loss of neuronal Bin1 mildly affects behavior in *Bin1 c-Ko* mice. **(A)** Plot representing the Total Distance traveled (mm) by mice at 5 and 6 months of age. *Bin1*^*flox/flox*^:: *Thy1-Cre*^*-*^::*PS19*^*Ncar*^ N = 16 (5 month-old), 24 (6 month-old) (black filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Ncar*^ mice N = 18 (5 month-old), 24 (6 month-old) (blue filled circles) mice. *Bin1*^*flox/flox*^:: *Thy1-Cre*^*-*^::*PS19*^*Hemi*^ N = 10 (5 month-old), 13 (6 month-old) (gray filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice N = 12 (5 month-old), 20 (6 month-old) (purple filled circles) mice. Two-way ANOVA with Tukey’s multiple comparison test. Main measures for each time point: genotype, time, interaction: genotype and time, followed by post-hoc comparisons to *Bin1*^*flox/flox*^:: *Thy1-Cre*^*-*^::*PS19*^*Ncar*^ mice. *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Ncar*^ mice show significantly reduced open field exploration at 6m. p-value: * p< 0.05; ** <0.01; *** p<0.001. (**B**) Plot representing the Startle Amplitude, expressed as arbitrary units, of mice at 6 and 7 months of age. *Bin1*^*flox/flox*^:: *Thy1-Cre*^*-*^::*PS19*^*Ncar*^ N = 24 (6 month-old), 23 (7 month-old) (black filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Ncar*^ mice N = 23 (6 month-old), 23 (7 month-old) (blue filled circles) mice. *Bin1*^*flox/flox*^:: *Thy1-Cre*^*-*^::*PS19*^*Hemi*^ N = 15 (6 month-old), 15 (7 month-old) (gray filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice N = 19 (6 month-old), 18 (7 month-old) (purple filled circles) mice. Two-way ANOVA with Tukey’s multiple comparison test, main measures for each time point: genotype, time, interaction: genotype and time, followed by post-hoc comparisons to *Bin1*^*flox/flox*^:: *Thy1-Cre*^*-*^::*PS19*^*Ncar*^ mice. *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Ncar*^ and *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ genotypes show reduced auditory startle. p-value: * p< 0.05; ** <0.01; *** p<0.001. (**C**) Plot representing the percentage Pre-Pulse Inhibition (PPI) of mice at 6 and 7 months of age. *Bin1*^*flox/flox*^:: *Thy1-Cre*^*-*^::*PS19*^*Ncar*^ N = 24 (6 month-old), 23 (7 month-old) (black filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Ncar*^ mice N = 23 (6 month-old), 23 (7 month-old) (blue filled circles) mice. *Bin1*^*flox/flox*^:: *Thy1-Cre*^*-*^::*PS19*^*Hemi*^ N = 15 (6 month-old), 15 (7 month-old) (gray filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice N = 19 (6 month-old), 18 (7 month-old) (purple filled circles) mice. Two-way ANOVA with Tukey’s multiple comparison test, main measures for each time point: genotype, time, interaction: genotype and time, followed by post-hoc comparisons to *Bin1*^*flox/flox*^:: *Thy1-Cre*^*-*^::*PS19*^*Ncar*^ mice. *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ genotype mice show reduced Pre-Pulse Inhibition (PPI). p-value: * p< 0.05; ** <0.01; *** p<0.001. (**D**) Plots representing the percentage of freezing time for male (left plot) and female (right plot) mice during Contextual Fear Conditioning. Two-way ANOVA with Tukey’s multiple comparison test. (**E**) Plots representing the percentage of freezing time for male (left plot) and female (right plot) mice during Cued Fear Conditioning. *Bin1*^*flox/+*^:: *Thy1-Cre*^*-*^::*PS19*^*Ncar*^ (black filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Ncar*^ mice (blue filled circles) mice. *Bin1*^*flox/+*^:: *Thy1-Cre*^*-*^::*PS19*^*Hemi*^ (gray filled circles) or *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^:: *PS19*^*Hemi*^ mice (purple filled circles) mice. Each circle represents the value from one animal. Two-way ANOVA with Tukey’s multiple comparison test. Results presented in D and E don’t show statistically significant differences.
(TIF) Click here for additional data file.

S6 Fig Loss of neuronal Bin1 doesn’t affect microglia number in *Bin1 c-Ko* mice. (**A**) Western blotting of brain lysates from *Bin1*^*flox/+*^:: *Thy1-Cre*^*-*,^ *Bin1*^*flox/+*^::*Thy1-Cre*^*+*^ and *Bin1*^*flox/flox*^::*Thyr1-Cre*^*+*^ mice showing Bin1 expression. Each lane represents lysate from one animal. Gapdh represents loading control. Arrows indicated Neuronal Bin1 isoform 1 (top) and Ubiquitous Bin1 isoform 2 (bottom). (**B**) Representative immunofluorescence images of Iba1 labeling in select brain regions from *Bin1*^*flox/+*^:: *Thy1-Cre*^*-*^ and *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^ mice. Scale bar: 300μm. Inlets scale bar: 50μm. (**C**) Plot representing the number of Iba1^+^ cells per image. *Bin1*^*flox/+*^:: *Thy1-Cre*^*-*^ (black bars) and *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^ (blue bars). Boxes represent range, with line representing mean. N = 3 per group. Two-way ANOVA with Tukey’s multiple comparison test. Results presented in C don’t show statistically significant differences.
(TIF) Click here for additional data file.

S7 Fig Full Western Blots representing images used in Fig 1A, 1B and 1C. (TIF) Click here for additional data file.

S8 Fig Full Western Blots representing images used in Fig 4A. (TIF) Click here for additional data file.

S9 Fig Full Western Blots representing images used in S3A and S3B Fig. (TIF) Click here for additional data file.

S10 Fig Full Western Blots representing images used in S6A Fig. (TIF) Click here for additional data file.

S1 Table Microglia gene expression analysis. RNAseq gene expression analysis of microglia from *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^, *Bin1*^*flox/+*^:: *Thy1-Cre 1-Cre*^*+*^ and *Bin1*^*flox/+*^:: *Thy1-Cre 1-Cre*^*-*^ males and females mice at 3 months of age.
(XLSX) Click here for additional data file.

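S1 Table gives the paper's DESeq2 results for its DEGs between homozygous Bin1-cKO mice and WT littermates, with 135 genes higher and 130 lower in the paper's values. All 265 genes are in the deposited table of expected counts, and 262 passed the filter on low counts. In the edgeR fit, 262 of 262 had the same sign as in S1 Table and 247 were DEGs, 127 higher and 120 lower. A further 192 DEGs are not in S1 Table, 86 higher and 106 lower. Across the 262 genes, which are not independent replicates, the log2 fold changes correlated with those of S1 Table with a Pearson's r of 0.893. The median absolute log2 fold change was 1.07 here and 0.692 in the paper's values.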

S2 Table Overlap between microglia DEGs from *Bin1 c-Ko* and microglia DEGs from CK-p25 mice. List of differentially expressed genes commonly shared by transcriptome of microglia from *Bin1*^*flox/flox*^:: *Thy1-Cre*^*+*^ and the transcriptome of microglia from CK-p25 mice clusters 3, 6 and 7, respectively.
(XLSX) Click here for additional data file.

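S2 Table holds 3 sheets of genes, 1 for each CK-p25 cluster, and some genes stand in more than 1 sheet. The sheets have 50 entries in all, of which 46 were DEGs here and 47 had a higher level in homozygous Bin1-cKO mice than in WT littermates. Between homozygous and heterozygous mice, 16 of 18, 26 of 27 and 4 of 5 of the genes in clusters 3, 6 and 7 were DEGs.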

How the deposited data were processed for this re-analysis (not part of the article)

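RNA sequencing of FACS-sorted microglia was analyzed from 23 mice at 3 months of age, 10 homozygous Bin1-cKO mice, 7 heterozygous Bin1-cKO mice and 6 WT littermates. The authors aligned single-end reads to the mouse genome (mm10) with OmicSoft OSA4 and the Ensembl R84 gene model, and estimated gene counts with RSEM. The deposited table holds these expected counts, 1 column per mouse, for 43411 genes, and they are normalized neither for depth nor for transcript length. A gene filter, a strand setting and the handling of reads that align to several places are not stated for them. The paper names DESeq2 for its own tests, and its text does not name the design formula.

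The expected counts were rounded to whole numbers. Of the gene identifiers, 42929 were matched to symbols and coordinates of GRCm38 in a mouse gene annotation, and 482 were not. Total counts per mouse ranged from 10812969 to 16734846, with a median of 13477985, and between 15865 and 17432 genes had a count. This depth limits the precision for genes of a few CPM, and counting error alone does not cover the spread between mice.

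Genes were kept by edgeR's filterByExpr with genotype as the group, which left 12908, and libraries were normalized by TMM. Expression is given as CPM (counts scaled by the TMM-normalized library total) and, for PCA and plots, as log2 CPM with a prior count of 2. The test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with the 3 genotypes and sex in one fit and Benjamini-Hochberg adjustment. DEGs were called at an adjusted p below 0.05 and a fold change above 1.5, the paper's thresholds. Comparisons within each sex, and of the genotype effect between the sexes, used a fit of genotype and sex together. Standard errors were obtained from the fold change and the test statistic. PCA separation was measured by the mean silhouette width over 3 components with 100000 permutations. Gene lists, 18 from general knowledge and 1 of genes the paper names, were written before the data were examined and tested with camera (preset correlation 0.01) and fry in limma 3.58.1. Single values per mouse were compared with two-sided exact permutation tests. Genes sharing sequence were found from 25-base sequences of annotated transcripts.

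The genes named in the text were set in advance. They were the 6 DEGs with the largest rise and the 4 with the largest fall among those with a mean log2 CPM of at least 0, the DEG with the smallest p in each direction, the genes the paper names for these mice, the first 10 of S1 Table, and genes of S2 Table. Snap25, Il6, Sparc, Ccl4, Tnf and Npc1 were chosen after their values were seen. Amph, which the paper names, had too few counts to be tested.

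The count tests were tested on simulated data with 200 changed genes. All of these had changes beyond the fold change threshold and were drawn without the genes of lowest level, so recovery near the threshold was not measured. For homozygous against WT mice, edgeR recovered 93.5% of them among 12737 genes tested with 6 unchanged genes called, limma-voom 92.0% with 9, and DESeq2 95.0% among 12908 genes with 13. In the simulated heterozygous against WT comparison, where nothing was changed, each called 0 genes.

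Alternatives set before the data were examined were DESeq2 1.42.0 with sex in the design, DESeq2 with a normal prior on fold changes and genotype alone in the design, limma-voom, robust estimation, other normalizations and filters on low counts, other thresholds, no sex term, fits of the 2 groups alone, each mouse left out in turn, and the homozygous mice of each animal-number range alone. Another 5 were added after the data were seen, offsets for transcript length and GC content and scores of immediate-early, neuronal and other-cell genes as covariates. Of these, the immediate-early covariate had been set before the data were seen as a test of tissue dissociation, but not as an alternative. Alternatives planned for samples without a column were not run. IPA, the full CK-p25 clusters and the paper's DAM list were not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.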

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

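The chance splits of DEG counts over both sexes, and the tests of library depth, of donor-strain DNA as the source of most DEGs, of cells of other types, of tissue dissociation and of animal cohorts behind the DEGs, were set before the data were seen. The chance splits of the S1 Table and CK-p25 counts were set after these counts were seen, but before the outcome of any split. The tests of transcript length, transcript GC content, the animal-number ranges one by one and against different control mice, the immediate-early, chemokine, interferon and neuron scores between ranges, the other-cell scores as covariates and the neuronal score were chosen after the result was seen. The test of dissociation names a score in the fit, and how the score is computed was chosen after the data were seen.

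In 6 of 111 groups of mice and measures tested, 1 mouse lay farther from its group than Dixon's 95% limit allows, where chance gives 5.55. On the log2 CPM scale these were Ier2 in WT replicate F2 (4.57), Eno1b in WT replicate F1 (6.89), Lilra5 in WT replicate M1 (3.12), H2-Aa in heterozygous replicate M3 (2.28), Axl in homozygous replicate F2 (3.76) and App in homozygous replicate F3 (6.78). No mouse stood apart in total counts or in genes with a count. The calls of Ier2, Lilra5, H2-Aa and Axl held in 23 of 23 fits that left out 1 mouse. No explanation was tested for single mice, and their number is that of chance.

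Between homozygous mice and WT littermates there were 439 DEGs, 192 of them outside S1 Table. Of 100 splits of these mice, 1, the real one, gave as many, and the highest other count was 3. Splits are no test of the S1 Table and CK-p25 counts, because these genes were chosen on the real grouping. Library depth did not separate the groups (exact permutation tests, p = 0.596 for total counts and p = 0.341 for genes with a count). With each library's trend with transcript length or GC content removed, 405 and 389 of the 439 DEGs kept their call. DEGs within 20 Mb of Bin1 made up 2.96% of all, so donor-strain DNA around the floxed locus does not account for most of them. Of 4 lists of monocyte, border macrophage, neutrophil and lymphocyte genes, the smallest camera adjusted p was 0.246. The fry test did call the monocyte list higher (adjusted p = 0.049), and its member Ccr2, 4.92 ± 0.701 CPM in WT littermates (SD, n = 6) and 12.5 ± 3.89 CPM in homozygous mice (SD, n = 10), was a DEG, so a small share of monocytes is not excluded. Without Ccr2, its only gene in S1 Table, the 4 monocyte genes left had a median log2 fold change of -0.021, with 2 higher. They passed neither fry (adjusted p = 0.85) nor camera (0.91), so the fry call rests on Ccr2. With 4 scores of such cells as covariates, 313 of the 439 DEGs kept their call. The neutrophil list had a median log2 fold change of 1.67, but varied widely, with 3 of 10 homozygous mice above all WT littermates. The 4 lists had 3 to 11 tested genes each, at summed levels of 10.3, 349, 18.0 and 736 CPM in WT littermates.

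2 explanations of these DEGs stay open. Transcription started during tissue dissociation was tested with the score of immediate-early genes as a covariate, with the outcome it predicts stated beforehand as most DEGs outside that list losing their call. That outcome occurred, since 172 of 419 (41.1%) kept it. The score follows genotype, so the covariate also removes part of any genotype effect. The other part of the stated outcome, that these genes vary with the DEGs among mice of 1 genotype, was not formally tested. Among homozygous mice, F1, F2, M1 and M2, with scores of 6.38 to 7.17, lay at 36.9 to 45.8 on the first principal component. The others, with scores of 3.78 to 4.41, lay at 10.6 to 26.7, still above all WT and heterozygous mice. This goes with a contribution of dissociation, but a response in the living animal could give the same order. The homozygous mice of the high animal-number range, whose score of 3.90 ± 0.120 (SD, n = 4) was nearer to the 3.61 ± 0.173 (SD, n = 6) of WT littermates, gave 327 DEGs, but only 188 of the 419 (44.9%) were among them. With 4 homozygous mice in place of 10, a loss of calls is also expected from fewer mice, so this count decides nothing. Dissociation may therefore have contributed to part of the DEGs, and the share cannot be told apart from an effect of genotype. A cohort of animals was tested by comparing the homozygous mice of the 2 ranges with each other. This gave 46 DEGs, fewer than between genotypes, which is not what a cohort effect of that size predicts. However, no range holds both homozygous and WT mice, so cohort and genotype cannot be told apart. Of the DEGs of the middle range, 94.0% (440 of 468) had the same sign in the high range, but both comparisons use the same WT libraries, so this alone is no test. With no mouse in both comparisons, 351 of 392 DEGs of the middle range against WT littermates (89.5%) had the same sign in the high range minus heterozygous mice, and 1 of 330 regroupings of the latter mice, the real one, gave as high a share (exact permutation test, p = 0.0030, the smallest possible). In the other direction, 237 of 252 (94.0%) did, as in 6 of 1716 regroupings (exact permutation test, p = 0.0035). This argues against 1 range alone as the source, whereas all control mice here are of the lowest range.

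Between homozygous and heterozygous mice, a comparison that the paper's text does not report, there were 854 DEGs. Of 100 splits of these mice, 1, the real one, gave as many, and the highest other count was 257. This comparison has the same confounding of genotype with animal-number range.

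Fos, which is not in S1 Table, rose by a log2 fold change of 8.75, with 7 of 10 homozygous mice above all WT littermates. The large rise was in homozygous replicates F1, F2, M1 and M2, at 824 to 1459 CPM. The other homozygous mice were at 0.363 to 7.00 CPM, and WT littermates reached 1.73 CPM. The immediate-early score was 5.95 ± 1.30 (SD, n = 6) in the homozygous mice of the middle range and 3.90 ± 0.120 (SD, n = 4) in those of the high range, higher in 6 of 6 mice (exact permutation test, p = 0.0095). This is consistent with an effect of the cohort or of the day of dissociation, which were not recorded in the labels, on these genes. The chemokine and interferon scores did not differ between the ranges (exact permutation tests, p = 0.286 and p = 0.390). Within the homozygous mice, however, the chemokine score was highest in F1, F2, M1 and M2 (4.47 to 4.71), against 3.41 to 4.43 in the others. The size of the chemokine rise is thus not shown to be independent of the immediate-early genes. Replicate M4 reached 4.43 with an immediate-early score of only 4.06, and the highest WT chemokine score was 3.03. A response in the living animal that differs between mice stays open and was not tested.

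The neuron list fell in homozygous mice, with a median log2 fold change of -2.34 and 7 of 7 tested genes lower (camera adjusted p = 0.00014). Of the 4 genes left without S1 Table, 4 were lower, which fry passed (adjusted p = 0.0098) and camera did not (0.11). Its summed level was 23.5 CPM in WT littermates and 6.94 CPM in homozygous mice, and Snap25, chosen after its values were seen, was at 11.3 ± 5.43 CPM (SD, n = 6) and 1.94 ± 0.996 CPM (SD, n = 10). A lower share of all other cells would move the markers of every type alike. The neuron score minus the mean of the astrocyte, oligodendrocyte and endothelial scores fell by 1.12 (exact permutation test, p = 0.0019), which argues against it as the whole cause. The astrocyte and oligodendrocyte scores fell as well, by 0.86 (exact permutation test, adjusted p = 0.031) and 0.50 (adjusted p = 0.019), and both lists passed fry, so a lower share of other cells stays open for part of the fall. Less neuronal RNA carried along in the sort, or taken up by microglia, may explain the fall and was not tested. The neuron score did not differ between the homozygous mice of the 2 ranges, at -0.59 ± 0.37 (SD, n = 6) in the middle and -0.27 ± 0.33 (SD, n = 4) in the high range (exact permutation test, p = 0.186). With so few mice, and no range with both genotypes, an effect of the animal cohort cannot be told apart from one of genotype.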

How the results depend on the processing

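The offsets for transcript length and GC content and the covariates for immediate-early, neuronal and other-cell scores were added as alternatives after the data were seen. The immediate-early covariate had been set before, as a test of tissue dissociation only. The other alternatives were set before. The chance splits of males and of the gene lists were set after their counts were seen, but before the outcome of any split. No paired analysis was possible because each label carries an animal number of its own, shared by no other mouse. Alternatives that need the 2 labelled samples without a column were not run.

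The 439 DEGs between homozygous mice and WT littermates became 2.1e2 under DESeq2 with a normal prior and no sex term (110 higher and 102 lower), 156 against a 1.2-fold change, 1645 without a fold change threshold and 2.1e2 with a fold change over 2 (99 higher and 115 lower). They became 257 with the immediate-early score and 10 with the neuron score as a covariate. Both scores follow genotype, so these fits also remove part of a genotype effect. With library size alone as the normalization there were 515, 347 of them higher against 213 of 439. Other alternatives stayed within 1.5 times, and leaving out each mouse gave 334 to 474.

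Between homozygous and heterozygous mice, 854 DEGs became 542 with the high range of homozygous mice, 372 under DESeq2 with the prior and no sex term, 367 against a 1.2-fold change, 2936 without a fold change threshold, 411 with a fold change over 2, 385 with the immediate-early score and 132 with the neuron score. For heterozygous mice against WT, the count of 0 became 4 under DESeq2 and 1, Xist, with other-cell scores as covariates. Splits are no test of a count of 0, since all 100 of 100 give as many or more. In females, 38 became 149 under DESeq2 and 4 to 44 with a mouse left out. With WT replicate F1 left out, 1 WT female remained, assumed to vary like the other groups, and the 4 DEGs were Gm826, Wrap73, Gm8615 and Sinhcaf. In males, 279 became 122 to 347, with 122 without WT replicate M1, and 1 of 100 splits, the real one, gave as many as 279. The difference in genotype effect between the sexes gave 1 gene under DESeq2 (Chst10), 1 without a filter (Procr), and 0 to 7 with a mouse left out, with 7 without homozygous replicate F5.

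Of S1 Table genes, 247 called became 144 with the high range, 124 against a 1.2-fold change, 137 with a fold change over 2, 122 with the immediate-early score and 8 with the neuron score. The 46 CK-p25 genes became 20, 27 and 0 under the 1.2-fold test, a fold change over 2 and the neuron score, and the 3 DAM genes became 1, 1 and 1, each time Lyz2. The median of S1 Table genes in heterozygous mice, 0.033, was 0.018 without a sex term and 0.0098 to 0.065 with a WT mouse left out. The 8 gene lists became 14 under fry, 0 with an estimated correlation and 4 by camera without S1 Table genes, and between homozygous and heterozygous mice 0 and 3 under the last 2. Of 100 splits of the homozygous and WT mice, 12, the real one included, gave 8 or more lists, so their number does not stand out from chance.

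Directions reversed, below the threshold, in Fos (-0.087), Egr1 (-0.47), Dusp1 (-0.49), Ier2 (-0.067) and Hspa1a (-0.54) with the immediate-early score, which these genes make up, and in Hspa1a (-2.40) with the high range. The cause of the other changes was not tested, apart from stricter thresholds or fewer mice. Genes of a few CPM are limited by depth, and with at least 10 counts in every sample 11 of the 18 genes could be tested. PCA separation kept its side of the threshold in all settings run.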

Differences from the paper's values

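The paper reports 265 DEGs between homozygous mice and WT littermates, and 439 were found here. The paper's S1 Table has 135 higher and 130 lower, against 213 and 226 here. Of the alternatives set before the data were examined, the DEG count came within 1.5 times the paper's with only the 2 groups in the fit, with the homozygous mice of the high range alone, under DESeq2 with a normal prior and no sex term, with at least 10 counts in every sample and with a fold change over 2, and in 5 of the 23 fits that left out 1 mouse. The number higher did so under these and under limma-voom and without a sex term, and the number lower under these and with library size only. The other alternatives did not. The count of 257 with the immediate-early score as a covariate is also close to 265, but this setting was added as an alternative after seeing the values, having been set before only as a test of tissue dissociation.

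Log2 fold changes of named genes also differed, first the paper's value and then the value here: Ier2 0.72 and 4.45, Ccl2 1.2619 and 3.36, Lilra5 1.421 and 1.88, 2610035D17Rik 1.2212 and 2.45, Ccl3 1.1832 and 2.40, Nfkbiz 1.1187 and 1.68, H2-Eb1 1.0533 and 2.23, Egr2 1.0051 and 1.95, H2-Aa 1.0009 and 1.82, Ccr2 0.972 and 1.28, Cst7 0.6929 and 0.91, Il6 0.7687 and 1.05, Ccl4 0.9695 and 1.86, Tnf 0.648 and 2.11. Among the genes that fell, they were Gm8615 -3.2515 and -4.66, Nrsn1 -0.6154 and -2.77, Nrgn -1.1648 and -2.76, and Snap25 -1.3632 and -2.52. Both are on the log2 scale. Under DESeq2 with a normal prior and no sex term, set before the data were examined, all of these except Gm8615 came within 1 standard error of the paper's value. The homozygous mice of the high range alone did so for Ier2, Ccl3, Nfkbiz, Egr2 and Il6, and those of the middle range, limma-voom and the fit without a sex term for Cst7. The other alternatives did not, and none did for Gm8615. Across the S1 Table genes, this setting gave a Pearson's r of 0.998 with the paper's values and a median absolute difference of 0.049, and Fos was at 0.31 (adjusted p = 0.011). Dropping the sex term alone, in edgeR, gave an r of 0.895, and the prior with sex in the design was not run. The paper's text names DESeq2 and names neither a prior nor the terms of the design.

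The paper counts Clec7a among its DEGs, and it was not called here (adjusted p = 0.056). It was called with only the 2 groups in the fit, under DESeq2, under DESeq2 with the prior and no sex term, with library size only, with no filter, with at least 10 counts in every sample, without a sex term, with other-cell scores as covariates (chosen after seeing the values), and without WT replicate M2, heterozygous replicate M4 or homozygous replicates F2, F5 or M1. Gadd45b (adjusted p = 0.080) was called with the homozygous mice of the middle range, with library size only and without homozygous replicate F4. In all, 15 tested genes of S1 Table were not called and 3, Sncb, Peg3 and Ina, were not tested. Of these 18, DESeq2's Wald test called 9, library size only 6, no filter 5, the middle range 4, DESeq2 with the prior and no sex term 3, and the high range, at least 10 counts and no sex term 2 each. The fit of 2 groups, limma-voom and robust estimation called 1 each, as did the offsets for length and GC content, and other-cell scores called 4, these last chosen after seeing the values. The paper's pathway analysis has PPAR pathways inhibited, whereas the PPAR/RXR list here had a median log2 fold change of 0.07 and was called higher by the fry test (adjusted p = 0.015).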

Other observations

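The tests in this part were chosen after the result was seen: the stretches near Bin1, the sums of gene pairs, the 3 tests of Bin1 and the depth on the third component. Fisher's exact test near Bin1 and the gene lists were set before.

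Of 150 tested genes within 20 Mb of Bin1 on chromosome 18, 13 (8.67%) were DEGs, against 3.32% of genes elsewhere (Fisher's exact test, p = 0.0017). The mice come from crosses of different strains, and a candidate explanation is DNA of the donor strain around the floxed locus. The first test compared this stretch with other stretches of as many neighboring genes, and 0 of 273 (0%) held as many DEGs, the outcome the explanation predicts. A second test was chosen after this outcome. It left out Bin1, immediate-early genes and protocadherin genes, and 36 of 323 stretches (11.1%) held as many as the 7 DEGs that remained of 129 genes (Fisher's exact test, p = 0.198). The first test counts again the DEGs that Fisher's test had shown, among them Bin1, Egr1 and neighboring protocadherin genes. It shows how unusual the stretch is but cannot tell why. For the genes other than those left out, the second test leaves the explanation undecided. Other distances were also looked at, and within 10 Mb 10 of 117 genes were DEGs (Fisher's exact test, p = 0.0062), or 4 of 96 without the genes left out (p = 0.55). Of other stretches of that many genes, 4 of 371 and 153 of 458 (33.4%), respectively, held as many DEGs. Sequence variants were not tested.

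Gm8615, on another chromosome, fell while Gnpda1 rose, and they share sequence. If reads had only moved between them, their sum would not differ. It was 91.2 ± 6.05 CPM (SD, n = 6) in WT littermates and 132 ± 14.1 CPM (SD, n = 10) in homozygous mice (exact permutation test, p = 0.00012, the smallest possible), which argues against moved reads as the whole cause. Gnpda1 lies 5.93 Mb from Bin1, and this sum cannot tell whether donor-strain DNA beside the floxed locus raised its level. For Eno1b and Eno1, each gene differed (exact permutation tests, p = 0.0015 and p = 0.016) and their sum did not, at 445 ± 30.9 CPM (SD, n = 6) and 502 ± 68.3 CPM (SD, n = 10; exact permutation test, p = 0.080). This is consistent with reads moved between the copies, which a strain variant could bring about, and a difference in the sum may have been missed.

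The fall of Bin1 in sorted microglia may come from less neuronal RNA in the sort. The first test put the neuron score in the fit, and Bin1 was then no longer called (adjusted p = 0.205), the outcome this explanation predicts. However, only 10 of 439 DEGs kept their call in this fit, and the log2 fold change of Bin1 did not shrink (-0.65, standard error 0.20, against -0.60, standard error 0.12), so the outcome decides nothing. A second test was chosen after this outcome. Among the 13 WT and heterozygous mice, Bin1 rose with the summed CPM of the neuron list by a slope of 2.12 (Pearson's r = 0.276, permutation p = 0.36; Spearman's rho = 0.044, permutation p = 0.89), and r was 0.078 without the 2 mice farthest from the median. At the upper 95% limit of this slope, the loss of neuronal transcripts gives a fall of 116 CPM, against 218 CPM observed. The last test, chosen after the others, read this line at the mean neuron-list CPM of homozygous mice, which lies below that of all 13 mice. Their mean Bin1 level was 183 CPM below the line (95% limits 65.9 to 299), which argues against less neuronal RNA as the whole cause. For a part of the fall it stays open, since the slope is uncertain and the line is extended beyond the mice that gave it. Deletion of Bin1 in microglia was not tested. By the paper's genotypes, WT and heterozygous mice carry 1 floxed Bin1 allele and homozygous mice carry 2, in microglia as well. Bin1 was at 699 CPM in WT, 692 CPM in heterozygous and 481 CPM in homozygous mice, so its fall also goes with the dose of this allele. An effect of the floxed allele or of DNA beside it cannot be told apart from the other explanations in this design.

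On the third principal component, the homozygous mice of the middle range had a mean of -15.1 ± 12.7 (SD, n = 6) and those of the high range 24.3 ± 17.6 (SD, n = 4; exact permutation test, p = 0.0048, adjusted p = 0.021 over 18 comparisons). Total counts did not differ between them (exact permutation test, p = 0.943), which argues against library depth. No biological explanation was tested.

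Other lists did not pass camera between homozygous and WT mice: oligodendrocyte (adjusted p = 0.13), astrocyte (0.066), endothelial (0.46), lymphocyte (0.44), border macrophage (0.70), monocyte (0.39), sex-linked genes (0.17) and the genes the paper names (0.17). By fry, the oligodendrocyte (adjusted p = 0.018), astrocyte (0.0082), sex-linked (0.012) and paper-named (0.011) lists did pass, as did the monocyte list. Between heterozygous and WT mice, the DAM list was lower and the border macrophage list higher (both camera adjusted p = 0.049), and neither passed fry. The sex-linked genes passed fry there (adjusted p = 0.029).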
